# Differential effect of mild and severe pulmonary embolism on the rat lung transcriptome

**DOI:** 10.1186/s12931-016-0405-9

**Published:** 2016-07-19

**Authors:** John Zagorski, Jeffrey A. Kline

**Keywords:** Lung, Pulmonary hypertension, Inflammation, Microarray, GeneSifter, DAVID, Fibrinolysis, Thrombolysis

## Abstract

**Background:**

Pulmonary thromboembolism (PTE) is a common diagnosis and a leading cause of cardiovascular morbidity and mortality. A growing literature has associated PE with systemic inflammation, and global hyper-coagulability, which contribute to lung remodeling and clot recurrence. The source and mechanism of inflammation remains unstudied. In humans, inhibition of cholesterol synthesis with statins decreases biomarkers of inflammation. We test the differential effect of pulmonary vascular occlusion during mild and severe pulmonary embolism on the lung transcriptome.

**Methods:**

Experimental PE was induced in adult male rats by injection of 25 micron polystyrene microspheres into the jugular vein. The effect of Mild PE, (2-h right ventricular systolic pressure [RVSP] normal, 18-h RVSP 44 mmHg) and Severe PE (2-h RVSP > 50 mmHg; 18-h RVSP 44 mmHg) on lungs was assessed by measuring transcriptome-wide changes in gene expression by DNA microarrays.

**Results:**

Severe PE was associated with a large change in lung gene expression and in the expression of KEGG pathways and other gene functional annotation groups. Mild PE was also associated with a large number of significant changes in gene expression and in the expression of KEGG pathways and gene functional annotation groups, even after only 2 h of PE. Up-regulated pathways included increased adipocytokine, chemokine and cytokine signaling as well as cholesterol synthesis.

**Conclusions:**

Mild PE without acute pulmonary hypertension (PH) increased lung gene expression of inflammatory pathways, including increased cholesterol synthesis. These data indicate that even mild persistent pulmonary vascular occlusion is capable of inciting an inflammatory response from the lung. These data imply the detrimental effect of unresolved pulmonary obstruction from PE.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12931-016-0405-9) contains supplementary material, which is available to authorized users.

## Background

Pulmonary embolism (PE) is a common and potentially lethal disease occurring in about 600,000 patients each year in the U.S., leading to as many as 60,000 deaths [1–5].

The most common form of PE is pulmonary thromboembolism (PTE), which results when blood clots, often formed in the deep vasculature of the legs, detach and enter the venous circulation. Circulating clots pass through the right heart and enter the lungs via the pulmonary artery, eventually lodging within the pulmonary vascular tree causing varying degree of pulmonary vascular occlusion and increased pulmonary vascular resistance. PE results in both acute and chronic sequelae. Acute PE causes a sudden increase in RVSP and acute PH, leading to right ventricular (RV) damage and dysfunction. A small subset of patients with unresolved PE go on to develop pulmonary vascular remodeling and RV hypertrophy which develops over time to produce chronic thromboembolic pulmonary hypertension (CTEPH) [6]. A hallmark of CTEPH includes persistent pulmonary vascular occlusion, and a widespread inflammatory response [7–11]. Increased lung inflammation has been implicated as a mechanism of reduced angiogenesis, and for increased hyper-coagulability, leading to recurrent PE [10, 12, 13]. Recurrent PE is a major risk factor for CTEPH development [8, 14]. Potential causes of inflammation include cells and molecules liberated by clots themselves [15], direct interaction of fibrin and the vessel wall [16], and the effect of shear on the vessel wall and platelets resulting in microparticle formation [9, 17]. Pulmonary vascular occlusion, with deprivation of blood flow to the lung also triggers a brisk inflammatory response [18].

We have previously described a rat model of PE induced by injection of 25 micron polystyrene microspheres into the right jugular vein [18–25]. Although microsphere PE lacks many of the characteristics of PTE such as platelet activation and thrombosis, it does faithfully produce the desired features of pulmonary ischemia and, at high doses, pulmonary hypertension. Rat lungs receiving doses of microspheres that produced acute PH (Severe PE, right ventricular systolic pressure [RVSP] ≈50 mmHg and 10 % animal mortality) had a >5-fold increase in recoverable bronchoalveolar lavage (BAL) neutrophils compared to control rats, indicating a neutrophilic inflammation [18]. Strong neutrophil chemotactic activity was measured in isolated alveolar lavage fluid and this activity was inhibited greater >50 % by treatment with anti-rat CXCL1 antibody. Rat lungs embolized with a lower dose of microspheres (Mild PE, normal RVSP 2-h post-PE and zero mortality), did not show neutrophil or protein accumulation in alveoli, but did show elevated expression of the chemokine genes CXCL1, CXCL2, CXCL3 and CCL2 [18]. These latter data led to a realization that Mild PE was sufficient to induce a pro-inflammatory environment within lung tissues, at least at the level of gene expression, and that lungs might be more sensitive to Mild PE than hearts. In this present study, the transcriptome-wide effect of Mild PE and Severe PE on rat lungs has been examined using DNA microarrays. The primary question was to answer the question whether whether Mild PE, which has been observed to be benign to RV dysfunction and inflammation [20–23], had a disproportionately worse effect on lungs.

## Methods

### Animal care

Experiments were done on male Sprague–Dawley rats weighing between 375 and 400 g. All experiments were conducted in accordance with the NIH Guide For the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee (IACUC) of Carolinas Medical Center, Charlotte NC (4-02-01A and 11-00-01A). Prior to use, rats had ad libitum access to food and water.

### Pulmonary embolism model

PE was induced in rats by intra-jugular vein injection of 25-micron polystyrene microsphere beads (Duke Scientific #7525A, Palo Alto CA) as previously published [18–25]. Anesthetized rats were injected with either 1.3 or 2.0 million microspheres/100 g body weight to produce Mild PE and Severe PE, respectively. Control rats were injected with 0.15 ml/100 g of 0.01 % Tween 20 (the resuspension vehicle for microspheres), which was equivalent in volume to the Severe PE dose of microspheres. These treatment groups are referred to as “Vehicle” or “Veh”.

### Microarray analyses

Lung tissue samples from whole right lung lobes used for this study are the same as those collected for a previously published study [18]. In that study, Mild PE produced 2-h RVSP that was not statistically significant from RVSP in control rats (mean 39 mmHg for Mild PE verses mean 32 mmHg for controls, *p* > 0.05) while 2-h Severe PE caused elevation of RVSP to >50 mmHg [18]. Lungs were also collected from rats after 18-h of PE but RVSP was not measured. In subsequent studies, Mild PE was shown to cause a rise in 18-h RVSP to mean 44+/−1.3 mmHg (*p* < 0.05 relative to vehicle) while the RVSP in 18-h Severe PE was shown to fall from a peak of >50 mmHg to 44+/−0.9 mmHg [20, 22]. We have consistently concluded that Severe PE is associated with PH for the full time course of 2–18 h while Mild PE consistently shows PH only at the 18-h time. RNA was prepared from crushed whole right lung tissue which had been stored at −80 °C using the acid-phenol guanidinium isothiocyanate method of Chomczynski and Sacchi [26] followed by a second round of purification on RNeasy columns (Qiagen, Germantown, MD). Total lung RNA was prepared for microarray hybridization by standard Affymetrix procedures as previously described and checked for RNA integrity on agarose gels prior to use [23, 24]. Fragmented cRNAs were then hybridized to Affymetrix Rat Genome 230 v2.0 microarrays, washed and fluorescently stained in the Affymetrix Fluidics Station 400 using Affymetrix procedures. Each array was scanned twice by an Agilent Gene Array Scanner G2500A (Agilent Technologies, Palo Alto, CA).

Microarray data were initially analyzed with GeneSifter web-based software (Geospiza, Seattle, WA; (http://www.genesifter.net). Affymetrix “.cel” files were up-loaded to the GeneSifter web site using GC-RMA normalization into “Pair-wise” and “Project” folders for access to *t*-test and ANOVA statistical methods, respectively. A 2-way ANOVA was used to initially compare the six treatment groups using time as the first factor (2-h and 18-h) and microsphere dose as the second factor (Vehicle, Mild PE, Severe PE). A 1.5-fold expression difference threshold and Benjamini and Hochberg correction for false discovery (*p* < 0.05) was used as “pass” criteria. Genes that passed any one of the criteria of time, dose or interaction were accepted. The 6 sample groups used in the 2-way ANOVA were then subjected to hierarchical clustering to determine the similarities of the groups using the GeneSifter “Cluster” function.

Separate 1-way ANOVAs were used to compare the three 2-h treatment groups and three 18-h treatment groups for genes with related expression patterns based on the factor of microsphere dose (1.5-fold expression difference threshold relative to 2-h vehicle and 18-h vehicle groups as controls, respectively, Benjamini and Hochberg correction for false discovery, *p* < 0.05). Clustering of genes within the 2-h and 18-h ANOVAs were done using the GeneSifter PAM function (Partitioning Around Medoids) with a user-defined 12-cluster output. PAM searches a gene list for groups of genes (clusters) within the list that have a characteristic that is shared by all genes within that group but different from genes within other groups (hence, “clustering”). The characteristic used by GeneSifter was the pattern of expression each gene showed for the Vehicle, Mild PE and Severe PE treatments. GeneSifter allowed the user to specify the number of clusters that the entire gene list would be sorted into. For the analyses in Figs. 2 and 3, the 2-h and 18-h gene lists were sorted into 12 clusters. This number of clusters was determined empirically as the fewest number of clusters which yielded Mild PE-selective and Severe PE-selective expression patterns for the 2-h ANOVA data. These patterns were defined as expression patterns in which the change in expression from control was maximal between Vehcile and Mild PE and between Mild PE and Severe PE, respectively.

Pairwise comparison of treatment groups was done with GeneSifter using 2-sided unpaired t-tests with a 1.5-fold expression difference threshold relative to vehicle groups and with Benjamini and Hochberg correction for false discovery, *p* < 0.05.

Excel spreadsheet exports of 2-h and 18-h GeneSifter t-tests were used to prepare gene lists for further analysis using DAVID (Database for Annotation, Visualization and Integrated Discovery; http://david.abcc.ncifcrf.gov; [27, 28]). Lists of official gene symbols were first separated into new lists of up-regulated and down-regulated probesets from the pairwise *t*-test spreadsheets in Additional file 2A-C (2-h data) and 2D-F (18-h data). The six possible combinations of treatment times and PE doses were examined: 2-h and 18-h Mild PE verses Vehicle, Severe PE verses Vehicle, and Mild PE verses Severe PE expression. “UP” and “DOWN” lists of official gene symbols were then separately pasted into the search input in DAVID. DAVID analyzes gene lists and identifies all of the annotations that are attributed to each gene in the list. Gene annotations are categories of gene function, protein structural features, biochemical pathways and other shared gene or protein properties that are manually given by database curators to all genes and proteins. DAVID then produces several types of output that group the members of the input gene list into these annotations and determines statistical significance by comparing the number of genes from the submitted gene list that are present in each annotation with the total number of genes that are in the annotation (this is an “enrichment calculation”). Functional annotation charts were generated using DAVID default stringency settings (“moderate”). Each downloaded chart was a spreadsheet containing a list of all known annotations that contained at least one gene from the input list of PE genes from the *t*-test and the probability that the input list of PE genes was enriched in genes of that annotation. Final annotation charts were then assembled by merging the UP- and DOWN-enriched annotations for each combination of PE dose and time. These charts were then reduced in complexity by discarding annotation terms that were not significantly enriched in the input PE gene list (*t*-test, Benjamini and Hochberg values >0.05) and by discarding all Gene Ontology (GO) terms in the DAVID output regardless of statistical significance. GO term annotations greatly increased the length of the annotation lists but have limited investigative value in the opinion of the authors. All microarray data have been deposited in the NIH/NCBI “GEO” database (http://www.ncbi.nlm.nih.gov/projects/geo; GEO accession number GSE13535).

## Results

### Six-group ANOVA, gene clustering, and pair-wise t-tests of treatment groups

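RNA of right lung tissue from 22 rats was measured on Affymetrix rat genome arrays, 1 array per rat. There were 3 Vehicle, 4 Mild PE and 4 Severe PE rats at 2 h and the same numbers at 18 h. Mild PE rats received 1,300,000 and Severe PE rats 2,000,000 microspheres of 25 micron per 100 g, Vehicle rats 0.01% Tween 20. The sample labels give a body weight of about 350 g and lavage with 8 ml before excision, whereas the paper gives 375 to 400 g. The deposited values are linear array signals scaled to a common trimmed mean of 500.2 per array, not the GC-RMA log2 values the paper describes. Signals under 16 (15.6% of probesets on the median array) were set to 16, taken to log2 (so that 4 is the lowest value) and quantile normalized. Of 31042 probesets, 20826 carried 1 gene symbol and covered 14217 genes. Each gene is given by its probeset of highest mean signal. Groups are given as mean ± SD of rats in log2 units, differences as log2 differences with their standard error (SE). Tests are limma fits on the 2 groups compared, and a probeset counted as changed at a Benjamini-Hochberg adjusted p under 0.05 with at least a 1.5-fold difference of means. In place of DAVID annotations, 63 gene lists, 21 of them cell type markers, were tested with camera at its preset correlation of 0.01, with the call under an estimated correlation given beside it. These choices, the lists and the rule for which genes are named were fixed before the data were examined. Arrays of 2-h Vehicle rat 3, 2-h Severe PE rat 1, 18-h Vehicle rat 1 and 18-h Mild PE rat 4 had low 5′ signal of the control transcripts (for Gapdh, 3′ minus 5′ log2 signal of 0.346, 0.525, 0.638 and 0.491), and counts that moved without them are given as such.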

A comprehensive summary of all microarray data was first generated by comparing the six treatment groups (Mild PE, Severe PE and Vehicle each at 2-h and 18-h) in this study using a 2-way ANOVA, using the GeneSifter software suite (1.5-fold expression change minimum, Benjamini and Hochberg correction for false discovery, *p* < 0.05). 

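Ccl2, which encodes a chemokine that draws monocytes, depended on dose but not on time in the 2-way model (adjusted p 4.38e-06 for dose, 0.328 for time, 0.501 for interaction). Its level was 7.53 ± 0.56 in 2-h Vehicle, 11.14 ± 0.24 in 2-h Mild PE and 11.70 ± 0.68 in 2-h Severe PE lungs, and 7.63 ± 0.24, 12.38 ± 0.70 and 11.68 ± 1.23 in the matching 18-h groups. Tnc, an extracellular matrix glycoprotein of injured tissue, passed for dose (8.83e-05), time (0.000431) and their interaction (0.000438). Orm1, a plasma acute phase protein, passed for all 3 as well (8.89e-05, 4.51e-08 and 0.00223). In the same model 7112 probesets passed for at least 1 term with at least a 1.5-fold range of group means, 5450 for time, 3081 for dose and 1123 for the interaction. Among 100 shuffled assignments of the arrays none other passed as many, and the highest other count was 1411.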

The data is contained in Additional file 1 and shows that 8075 Affymetrix probesets passed the ANOVA for at least one of the tests (Factor 1, time; Factor 2, dose; interaction). The data from the ANOVA was then subjected to hierarchical clustering using GeneSifter to define the relationships between the six treatment groups. This output is summarized in the dendrogram shown in Fig. 1. The three 2-h groups were closely associated, as were the 18-h Mild PE and 18-h Severe PE groups while the 18-h vehicle clustered with the 2-h vehicle.

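The 18-h PE groups shared many changed genes. Timp1, an inhibitor of matrix proteases, rose by 2.52 after Mild PE and 2.86 after Severe PE, and Chi3l1, a secreted product of macrophages, by 1.61 and 1.78. Of 14217 genes, 112 rose in both groups where 5.04 would be expected if the calls were independent (Fisher's exact test, p = 1.45e-131), and 100 fell in both (6.42 expected, p = 8.81e-98). Both comparisons use the same 3 Vehicle rats: their log2 differences correlated at r = 0.79, and at 0.74 to 0.81 with 1 rat left out. Simulated unchanged groups that share Vehicle arrays had 0.57 on average and 0.78 at most. The same simulated set served both times and was not built for this pair, so it is no close limit for 0.79. In average-linkage clustering of the 6 group means over the 7112 probesets, 2-h Severe PE joined 2-h Vehicle first (distance 37.89). Next 18-h Mild PE joined 18-h Severe PE (40.5), and 2-h Mild PE then joined the 2-h pair (40.54). The first join was nearly tied: 2-h Mild PE lay 38.28 from 2-h Severe PE. Many runs with 1 rat left out joined these groups instead, as without 2-h Vehicle rat 1. The 18-h Vehicle group joined the 2-h groups at 49.11 and not the 2-h Vehicle group alone, and the 18-h PE pair joined last at 65.76.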

**Fig. 1:**
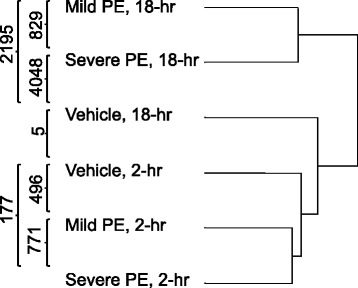
Hierarchical clustering of six treatment groups and results of pair-wise t-tests. Expression data from the six treatment groups were first compared by 2-way ANOVA using PE time as factor-1 and microsphere dose as factor-2. Relationships among the six treatments were determined using GeneSifters hierarchical clustering function applied to the 8075 Affymetrix probesets that passed the 2-way ANOVA. The separation of the six treatment groups on the dendrogram is based on relative Euclidean distance. Numerical data superimposed on the dendrogram are the results of pair-wise t-tests between the treatment groups

The six groups were also compared pair-wise (*t*-test, 1.5-fold expression change minimum, Benjamini and Hochberg correction, *p* < 0.05). These results are summarized on the left side of Fig. 1, and are available as spreadsheets in Additional file 2A-C and D-F (2-h groups and 18-h groups, respectively). 

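Tnf, a cytokine released early by macrophages, and Cxcl2, which attracts neutrophils, rose more at 2 h than at 18 h of Mild PE. The difference between the effects at 18 h and 2 h was −2.37 (SE 0.42, adjusted p 0.0207) for Tnf, −2.10 (SE 0.40, 0.025) for Cxcl2 and −2.09 (SE 0.46, 0.0464) for Il1b, another early cytokine. Tnc and Steap1, a membrane metalloreductase, went the other way: their effects were larger at 18 h by 3.64 (SE 0.43, 0.00147) and 2.61 (SE 0.36, 0.00474). After Mild PE 103 probesets (72 genes) were changed at 2 h, 78 higher and 25 lower, and 321 (243 genes) at 18 h, 157 higher and 164 lower. At unadjusted p < 0.05 there were 4106 and 5793, where about 1552 are expected by chance. The effect itself differed between the times for 231 probesets, 101 more positive and 130 more negative at 18 h. With 1 rat left out this number was 61 to 461. These counts depended on single arrays: leaving out 1 rat gave 13 (without 2-h Mild PE rat 2) to 128 (without 2-h Vehicle rat 3) at 2 h and 4 (without 18-h Mild PE rat 2) to 491 (without 18-h Mild PE rat 3) at 18 h. Without the arrays of low 5′ signal the 18-h count was 3. With replicate number as a block both counts were 0. Replicate number carried no common signal (median correlation of paired residuals −0.013), and the block uses up residual degrees of freedom. Counts that fall with it cannot be told from lost power, here and below.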

For the Mild PE treatment groups there was a 4.43-fold increase in the number of significantly altered probesets between 2 and 18 h after PE (496 verses 2195). Similarly, for the Severe PE treatment groups there was 22.9-fold increase in the number of significantly altered probesets between 2 and 18 h after PE (177 verses 4048). 

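Severe PE lungs at 18 h had higher acute phase genes and a lower matrix gene and lipid transporter. Saa3, an acute phase protein, rose 16.8-fold (4.07, SE 0.34, adjusted p 0.00606) and Mt2A, a metal-binding protein induced by stress, rose 21.3-fold (13.84 ± 0.26 against 9.42, p 0.00336). Spon2, a secreted matrix protein, was 11.7-fold lower (8.41 ± 0.22 against 11.96, p 0.00348) and Abca8, a lipid transporter, 7.08-fold lower (p 0.00601). At 2 h, Egr1 and Atf3, transcription factors induced within minutes of a stimulus, rose 9.06-fold (p 0.0254) and 6.54-fold (p 0.023). Severe PE changed 7 probesets (6 genes, all higher) at 2 h and 2212 (1602 genes) at 18 h, 997 higher and 1215 lower. At unadjusted p < 0.05 there were 2380 and 7869. Leaving out 1 rat gave 0 to 16 at 2 h and 980 to 1566 at 18 h. Without the arrays of low 5′ signal the counts were 0 and 1311. The effect differed between the times for 1778 probesets, among them Egr1 (18 h minus 2 h −2.33, SE 0.56, p 0.019) and Mt2A (3.36, SE 0.59, p 0.00291). Without 2-h Severe PE rat 1, whose 5′ signal was low, that number was 3085. Another split of the 2-h rats into groups of the same sizes gave 9 changed probesets, so chance cannot be excluded for the 7. With replicate number as a block, 0 were changed at either time, which cannot be told from lost power.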

Comparison of the Mild PE and Severe PE treatment groups at the same times revealed that the 18 h Severe PE group had 1.84-fold more altered probesets than the 18 h Mild PE group (4048 verses 2195), while the Severe PE group had fewer altered probesets at 2 h than the Mild PE group (177 verses 496). 

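At 18 h no probeset passed the test of Severe PE against Mild PE directly, although 2212 against 321 differed from Vehicle. The smallest adjusted p was 0.0731, and 4340 probesets had an unadjusted p < 0.05. Fdps, which makes farnesyl diphosphate for sterol synthesis, had 13.04 ± 0.02 in Severe PE and 12.47 ± 0.23 in Mild PE rats (difference 0.56, SE 0.11, adjusted p 0.124). Ccl2 had −0.71 (SE 0.66, p 0.706). The unmoderated t-test of the methods also gave 0 and a limma fit on all 22 arrays gave 326. Without 18-h Mild PE rat 4, an array of low 5′ signal, 80 passed. At 2 h fewer probesets differed from Vehicle after Severe PE (7) than after Mild PE (103), and the order turned in the fit on all 22 arrays (188 against 139), whose variance is pooled over the 6 groups.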

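Probesets of 3 named genes separated the Vehicle groups, and in each the 18-h rats were at or near the lowest value. They are the probesets that passed, not necessarily the brightest of their gene, so they do not show whether the gene was silent. Cmbl, a hydrolase, had 4.17 ± 0.16 at 18 h and 6.87 ± 0.05 at 2 h (difference −2.70, SE 0.09, adjusted p 0.0191). The passing probesets of Psmb5, a proteasome subunit, and Trpc2, an ion channel, were at the floor of 4 in all 3 18-h rats. At 2 h they had 6.02 ± 0.14 and 5.35 ± 0.00 (adjusted p 0.0207 and 0.018). The other 2 of the 5 changed probesets carry no gene symbol and were at the floor in all 3 2-h rats (differences 1.14 and 1.40, adjusted p 0.0191 for both). A group wholly at the floor has an SD of 0, which lowers the p-value. At unadjusted p < 0.05 there were 4815 probesets, more than the 1552 expected by chance. With 3 rats per group the test had little power: leaving out any 1 rat left 0 or 1 changed probesets, 0 remained with replicate number as a block, and a fit on all 22 arrays called 833.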

In a separate comparison of the two vehicle control groups (2 h and 18 h), only five probesets were significantly different, three of which were annotated in the GeneSifter database as “transcribed loci” only (data not shown). 

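Mild PE raised the chemokines Ccl3 and Ccl2 and the cytokine Tnf within 2 h. Ccl3, which attracts macrophages, reached 11.99 ± 0.09 against 9.14 in Vehicle (7.21-fold, adjusted p 0.0232). Sele, the endothelial selectin that slows leukocytes on the vessel wall, rose at least 21.7-fold at 18 h of Mild PE (4.44, SE 0.65, p 0.0484). For Sele 1 of 3 Vehicle rats was at the floor. At the same time Tfpi2, an inhibitor of coagulation proteases, rose 11.2-fold (p 0.0282). After Severe PE, Serpina3n, a protease inhibitor of the acute phase, rose 26.4-fold at 18 h (4.72, SE 0.97, p 0.0396). From its data taken together, the paper reads a larger change after Severe PE and a robust one after Mild PE. Counts against Vehicle at 18 h were 6.89 times as high after Severe PE as after Mild PE. Probesets at least 1.5-fold from Vehicle numbered 7268 and 5188, and the group means lay 68.57 and 54.34 from Vehicle. These values use the same Vehicle rats. In the direct test of the doses at 18 h no gene passed, while 326 probesets did in the fit on all 22 arrays. For Mild PE against Vehicle no other split of the same rats came near the counts of 103 and 321: the highest was 4 at 2 h and 7 at 18 h.

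**Figure D1:**
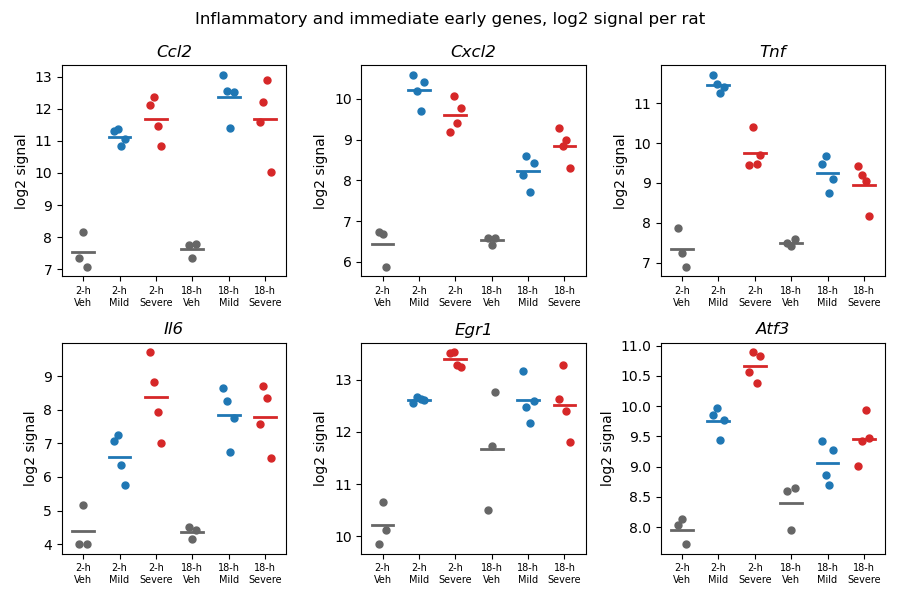
Log2 signal of Ccl2, Cxcl2, Tnf, Il6, Egr1 and Atf3 in each of the 22 rats (points) by treatment group, with group means as lines. Tnf had its highest mean at 2-h Mild PE (11.46) and Egr1 at 2-h Severe PE (13.39).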

Taken together, these data indicated that although Severe PE produced a larger change in gene expression than Mild PE, Mild PE was sufficient to produce a robust change in lung gene expression.

### Separate analyses of 2-h and 18-h treatment groups

The responses of rats to mild PE and Severe PE were compared using separate 1-way ANOVAs of the 2-h and 18-h treatments with GeneSifter (expression difference threshold >1.5-fold, *t*-test <0.05, Benjamini and Hochberg). 

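Pvr, a cell adhesion receptor, and Hbegf, a growth factor of the EGF family, were among the genes that separated the 2-h groups, at adjusted p 0.00137 and 0.00351 over the 3 groups. At 18 h Timp1 (9.15e-06) and Steap1 (0.00105) passed the same test. The moderated F test over the 2-h groups passed 236 probesets and that over the 18-h groups 2372, each at least 1.5-fold from Vehicle in 1 PE group. At unadjusted p < 0.05 there were 4047 and 7897. The 2-h count was 422 without 2-h Severe PE rat 1 and 111 without 2-h Mild PE rat 3. Both fell with replicate number as a block, to 80 and 672.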

For the three 2-h treatment groups 775 probesets were altered in expression relative to the 2-h vehicle control, while 4360 probesets were altered in the 18-h groups relative to the 18-h vehicle control (1.5-fold expression difference threshold, *t*-test <0.05, Benjamini and Hochberg). The altered probesets in the 2-h and 18-h ANOVAs were then clustered into similar expression patterns with GeneSifter using the PAM function (Partitioning Around Medoids) with a user-designated output of 12 clusters for each ANOVA. These data are presented in Figs. 2 and 3 for 2-h and 18-h treatment groups, respectively.

**Fig. 2:**
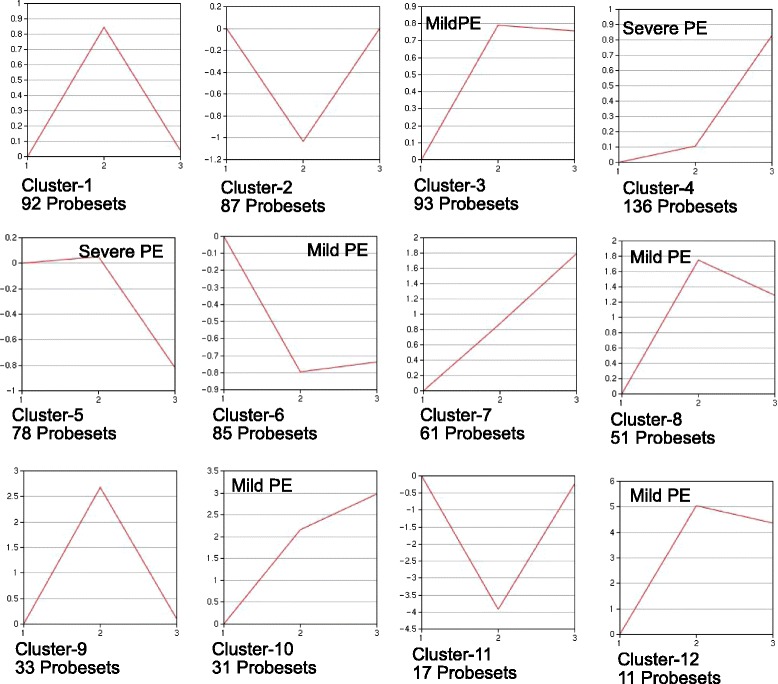
Clustering of 2-h treatment groups. Expression data from the three 2-h treatment groups (Vehicle, Mild PE, Severe PE; x-axis labels 1, 2, 3, respectively) were clustered using the PAM function of GeneSifter. A 12-cluster output was manually specified. Expression relative to Vehicle groups is provided on y-axes and is log2 transformed. The labels “Mild-PE” and “Severe-PE” are used to refer to patterns of expression that are primarily altered between the Vehicle and Mild PE groups or Mild PE and Severe PE groups, respectively

**Fig. 3:**
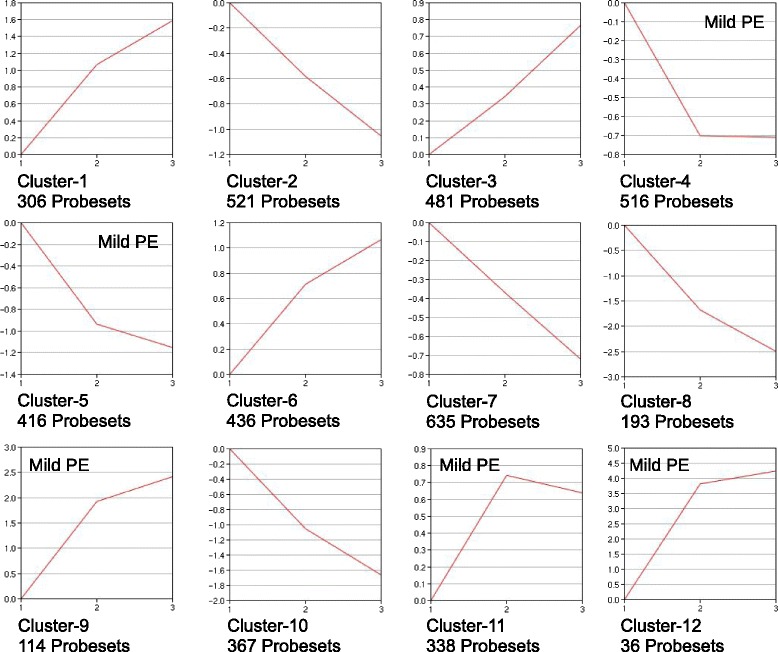
Clustering of 18-h treatment groups. Expression data from the three 18-h treatment groups (Vehicle, Mild PE, Severe PE; x-axis labels 1, 2, 3, respectively) were clustered as for Fig. 2

The PAM-clustering of the 2-h ANOVA data is shown in Fig. 2, and clearly indicates three distinct patterns. 

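Nr4a3, an orphan nuclear receptor induced within an hour of many stimuli, rose by 2.80 (SE 0.32, adjusted p 0.0433) after 2-h Mild PE and stood at 3.22 after Severe PE, so that most of its change lay in the step from Vehicle to Mild PE. Ccl2 had the same form, 3.61 and 4.17. Of the genes that fell, Coch, a secreted matrix protein at the floor in 1 of 4 Mild PE rats, had −2.03 and −1.52. Ces1c, a carboxylesterase at the floor in all 4 Mild PE rats, had −1.11 and −0.97. Both falls after Mild PE are therefore lower bounds. Where the first step was at least 2 times the second, a probeset was called Mild PE-selective. Of the 236, 53 (22.5%) were, and 2 of 12 PAM clusters had such a medoid. With 1 rat left out 1 to 5 clusters had it, and at a step ratio of 1.5 there were 4.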

5 of 12 clusters had a “Mild PE-selective” pattern (clusters 3, 6, 8, 10 and 12). Probesets in these clusters had greater changes in expression between the vehicle and Mild PE samples than between the Mild PE and Severe PE samples. 

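Bhlha15, a transcription factor of secretory cells, rose by 1.23 (SE 0.06, adjusted p 0.0173) after 2-h Severe PE and stood at 0.19 after Mild PE. By the step rule with Mild and Severe exchanged, 56 of 236 probesets (23.7%) were Severe PE-selective. The 2 PAM clusters of this form held 37 probesets with a medoid of −0.03 after Mild PE and 0.90 after Severe PE, and 19 with 0.11 and −1.02.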

2 of 12 clusters had a “Severe PE-selective” pattern (clusters 4 and 5). Probesets in these clusters had greater changes in expression between the Mild PE and Severe PE samples than between the vehicle and Mild PE samples. Curiously, 4 of 12 clusters had a Mild PE-specific pattern (clusters 1, 2, 9 and 11). 

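Tnf, Il1b and Cxcl2 had their highest level at 2-h Mild PE. Tnf rose 17.3-fold (4.11, SE 0.25, adjusted p 0.0103), against a difference of 2.42 after Severe PE, and Il1b 9.12-fold (3.19, SE 0.31, p 0.0303), against 2.15. Il10, an anti-inflammatory cytokine, rose at least 7.52-fold (2.91, p 0.0238), since all 2-h Vehicle rats were at the floor, and had 0.23 after Severe PE. Oas1b, an interferon-induced antiviral enzyme also at the floor in all 2-h Vehicle rats, had at least 2.99 after Mild PE and 0.07 after Severe PE. In the other direction, Pdia5, an enzyme of protein folding, had −2.43 (p 0.0359) and 0.22, and Ube3al1, a relative of the ubiquitin ligase Ube3a, −3.51 (p 0.037) and 0.08. In all, 79 probesets of 50 genes (33.5% of 236) peaked or dipped at Mild PE. PAM clusters with such a medoid numbered 4 of 12 and held 27.5% of the probesets, or 53.7% without 2-h Severe PE rat 2. The same 79 probesets, scaled so that 2-h Vehicle is 0 and 2-h Mild PE 1, had medians of 0.74, 0.74 and 0.77 in 3 of the 18-h Mild PE rats, 0.26 in the remaining rat and 0.06 to 0.22 in all 18-h Vehicle and Severe PE rats. Pdia5 kept its form at 18 h (−2.85 after Mild PE, −0.47 after Severe PE), whereas Tnf had 1.75 and 1.46.

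**Figure D2:**
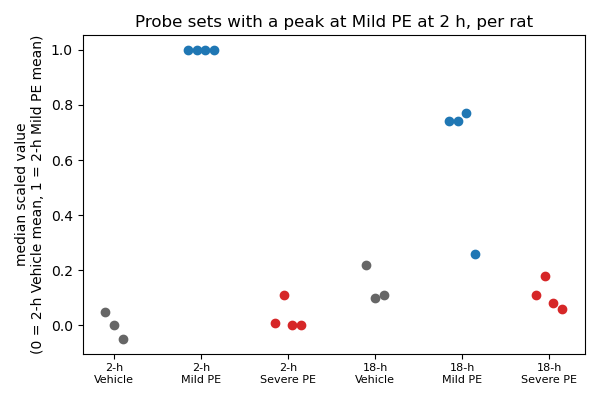
Median scaled value of the 79 probesets that peak at 2-h Mild PE in each rat, by group (2-h Vehicle set to 0 and 2-h Mild PE to 1). In 18-h Mild PE 3 rats lie at 0.74 to 0.77 and 1 rat at 0.26.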

Probesets in these clusters had peak increases or decreases in expression between the Vehicle and Mild PE treatments but minimal change in expression between the Mild PE ad Severe PE treatments. The magnitudes of the Mild PE expression changes in two of these clusters were within a single log2 increment of the vehicle and Severe PE groups (clusters 1 and 2) while the magnitudes of the Mild PE expression changes in the other two clusters (9 and 11) reached 4 log2 increments of the vehicle and Severe PE groups. These four clusters, and clusters 9 and 11 in particular, suggest that there were opposing signals for up- and down-regulation of gene expression in the Mild PE and Severe PE groups.

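Some genes differed between the doses at 2 h in a direct test and not only against Vehicle. C2cd4b, a nuclear protein induced in endothelium by cytokines, was at least 20.3-fold higher after Severe PE (4.34, adjusted p 3.23e-06), since all 2-h Mild PE rats were at the floor. It fell after Mild PE (−2.62, p 0.000177) and rose after Severe PE (1.72, p 0.0198). Ephx2, an epoxide hydrolase of lipid mediators, was 7.93-fold higher after Severe PE (p 0.00695), as was RT1-Bb, a class II histocompatibility gene (11.5-fold). Esm1, a proteoglycan of activated endothelium, was 4.65-fold lower (−2.22, p 0.0426) and Crim1, a growth factor-binding membrane protein, 3.34-fold lower (p 0.0269). Severe PE differed from Mild PE in 136 probesets, 77 higher and 59 lower, and in no other split of the rats in more than 3. Without 2-h Severe PE rat 1, an array of low 5′ signal, 346 differed; leaving out any 2-h Mild PE rat gave 44 to 55, and 1 remained with replicate number as a block. C2cd4b, Ephx2, Esm1 and Crim1 belong to the 79 probesets that peak or dip at Mild PE, whose median also lay near the 2-h Mild PE level in 3 of the 18-h Mild PE rats.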

The PAM-clustering of the 18-h ANOVA data is shown in Fig. 3. 

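Single genes followed different dose patterns at 18 h. Tnc and Steap1 rose mostly between Vehicle and Mild PE (3.22 and 3.67 for Tnc, 2.69 and 3.36 for Steap1), whereas Orm1 had 0.91 after Mild PE and 3.83 after Severe PE. Of 2372 probesets, 1113 (46.9%) were Mild PE-selective, 259 (10.9%) Severe PE-selective and 87 (3.67%) had their extreme at Mild PE. At 2 h the same classes held 22.5%, 23.7% and 33.5% of 236 probesets.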

Clustering of the 18-h treatment groups resulted in fewer clusters with obvious Mild PE-selective and Severe PE-selective gene expression than observed for the 2-h ANOVA. A plurality of clusters had “non-selective” patterns of gene expression (2, 3, 7, 8 and 10). 

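Saa3 and Serpina3n of the acute phase and the metallothionein Mt2A stood above Vehicle in similar steps at 18 h. Saa3 had 2.23 after Mild PE and 4.07 after Severe PE, Serpina3n 2.79 and 4.72, and Mt2A 2.68 and 4.41. Each passed against Vehicle after Severe PE, but Serpina3n did not after Mild PE. Spon2 (−1.77 and −3.55) and Abca8 (−1.29 and −2.82) lay below Vehicle in the same way. Both passed after Severe PE, but Spon2 did not after Mild PE. In this class were 913 probesets (38.5%), and 3 of 12 PAM clusters had such a medoid, among them 1 of 364 probesets at −0.34 and −0.76.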

Probesets in these clusters had nearly identical changes in expression between the vehicle and Mild PE samples and Mild PE and Severe PE samples. 4 of 12 clusters had a Mild PE-selective pattern (clusters 4, 5, 11 and 12) while two clusters (1 and 9) were intermediate between Mild PE-selective and non-selective. In contrast to the 2-h treatments, none of the clusters were indicative of Severe PE-selective expression.

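Tfpi2 had 3.48 after Mild PE and 4.30 after Severe PE, Timp1 2.52 and 2.86, and Pvr 1.15 and 1.49, so that most of each change was present at the lower dose. Gene clusters of this form numbered 8 of 12, the largest 307 probesets with a medoid of −0.68 and −0.70. They held 58.4% of the 2372 probesets, 46.2% in a run with 8 clusters and 44.9% without the arrays of low 5′ signal. Cyp1a1, a monooxygenase of foreign compounds, fell at least 75.5-fold after 18-h Mild PE (−6.24, adjusted p 0.00142), with all 4 rats at the floor. After Severe PE it fell at least 32.5-fold (−5.02, SE 0.92, p 0.0298), with 2 of 4 rats at the floor.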

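Aox1, an aldehyde oxidase, had −0.45 after 18-h Mild PE and −3.80 after Severe PE (at least 13.9-fold lower, with 2 of 4 rats at the floor). Hsd11b2, which inactivates glucocorticoids, had −0.97 and −3.08 (at least 8.45-fold lower, with 1 of 4 at the floor). Prss35, a secreted serine protease homologue, had −0.25 and −2.73 (at least 6.63-fold lower, with 1 of 4 at the floor). Together with Orm1 and Bhlha15 (0.08 and 1.74) they follow a Severe PE-selective form at 18 h. So did 1 of 12 PAM clusters, of 106 probesets with a medoid of 0.04 and 0.94. A run with 8 clusters had no such cluster and a run with 16 had 2.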

### Enrichment of PE genes in functional annotations

Gene expression data from the pairwise t-tests of Mild PE and Severe PE treatment groups (Additional file 2A – F) were examined for significant enrichment of PE-altered probesets present in database annotations using DAVID web-based software (KEGG pathways, INTERPRO, SMART and SP_PIR database terms; GO terms excluded). Tables 1 and 2 summarize the functional annotations enriched in the Mild PE and Severe PE treatment groups, respectively.

**Table 1:** DAVID Functional Annotation Charts, 2-h and 18-h Mild PE verses Vehicle

Category	Term	^a^2-h Mild-PE vs. Vehicle					18-h Mild-PE vs. Vehicle				
		Ct	%	Dir	Fold	B&H	Ct	%	Dir	Fold	B&H
SP_PIR	acetylation						78	14.03	UP	1.51	0.009
***rno04920***	***Adipocytokine signaling pathway***	***6***	***2.93***	***UP***	***7.47***	***0.015***					
rno00970	Aminoacyl-tRNA biosynthesis						8	1.44	UP	5.56	0.017
***rno04210***	***Apoptosis***	***6***	***2.93***	***UP***	***5.89***	***0.028***					
rno00330	Arginine and proline metabolism						9	1.62	UP	4.72	0.015
rno05217	Basal cell carcinoma						10	1.11	D	4.28	0.016
IPR004827	Basic-leucine zipper (bZIP) transcription factor	7	3.41	UP	11.97	0.003					
SM00338	BRLZ	7	3.41	UP	10.46	0.001					
***rno04062***	***Chemokine signaling pathway***	***12***	***5.85***	***UP***	***5.85***	***0.000***	***20***	***3.60***	***UP***	***3.25***	***0.001***
SP_PIR	chemotaxis	9	4.39	UP	22.67	0.000	11	1.98	UP	10.30	0.000
rno04610	Complement and coagulation cascades						10	1.80	UP	3.97	0.019
SP_PIR	cytokine	11	5.37	UP	9.02	0.000	16	2.88	UP	4.88	0.000
***rno04060***	***Cytokine-cytokine receptor interaction***	***10***	***4.88***	***UP***	***4.24***	***0.008***	***23***	***4.14***	***UP***	***3.25***	***0.000***
***rno04623***	***Cytosolic DNA-sensing pathway***	***5***	***2.44***	***UP***	***9.07***	***0.024***					
***SP_PIR***	***disulfide bond***						***76***	***13.67***	***UP***	***1.43***	***0.044***
SP_PIR	dna-binding	20	9.76	UP	2.43	0.023					
rno00982	Drug metabolism						13	1.45	D	3.94	0.004
rno04512	ECM-receptor interaction						14	1.56	D	3.77	0.005
PIRSF001719	fos transforming protein	4	1.95	UP	59.84	0.001					
IPR000837	Fos transforming protein	4	1.95	UP	40.08	0.010					
rno00480	Glutathione metabolism						9	1.00	D	3.93	0.042
***rno04640***	***Hematopoietic cell lineage***	***6***	***2.93***	***UP***	***6.42***	***0.022***					
rno00340	Histidine metabolism						7	0.78	D	6.37	0.017
SP_PIR	inflammatory response	8	3.90	UP	16.01	0.000	11	1.98	UP	8.18	0.000
***rno04010***	***MAPK signaling pathway***	***10***	***4.88***	***UP***	***3.14***	***0.029***					
rno00980	Metabolism of xenobiotics by cytochrome P450						13	1.45	D	4.73	0.002
rno04621	NOD-like receptor signaling pathway	9	4.39	UP	12.11	0.000	10	1.80	UP	4.49	0.016
***SP_PIR***	***oxidoreductase***						***42***	***4.68***	***D***	***1.89***	***0.034***
***rno05020***	***Prion diseases***						***7***	***1.26***	***UP***	***5.56***	***0.028***
SP_PIR	ribosome biogenesis						7	1.26	UP	8.85	0.007
SM00199	SCY	8	3.90	UP	16.89	0.000	10	1.80	UP	8.76	0.000
***IPR000827***	***Small chemokine, C-C group, conserved site***	***4***	***1.95***	***UP***	***25.50***	***0.033***					
IPR001811	Small chemokine, interleukin-8-like	8	3.90	UP	19.35	0.000	10	1.80	UP	8.70	0.001
***PIRSF001950***	***small inducible chemokine, C/CC types***	***5***	***2.44***	***UP***	***24.93***	***0.001***					
***rno04620***	***Toll-like receptor signaling pathway***	***9***	***4.39***	***UP***	***8.34***	***0.000***					

Functional annotations significantly over-represented in the lists of up-regulated and down-regulated genes during 2-h and 18-h Low-PE. Annotations unique to Low-PE are highlighted in bold italics; annotations common to Low-PE and High-PE (Table 2) are in standard font. Key: “Ct.”, number genes from a GeneSifter pairwise *t*-test result (Additional file 3A-C) that were present in the functional annotation indicated; “%”, percent of genes contained within a list that were present in an annotation; “Dir, UP”, annotations that were identified by DAVID when up-regulated genes were used as the search query; “Dir, D”, annotations that were identified by DAVID when down-regulated genes were used as the search query. “Fold”, expression relative to vehicle group; B&H, value of Benjamini and Hochberg adjustment for false discovery following *t*-test. ^a^No 2-h DOWN annotations meet B&H < 0.05

**Table 2:** DAVID Functional Annotation Charts, 2-h and 18-h Severe PE verses Vehicle

Category	Term	^a^2-h Severe PE verses Vehicle					18-h Severe PE verses Vehicle				
		Ct	%	Dir	Fold	B&H	Ct	%	Dir	Fold	B&H
SP_PIR	acetylation						183	17.72	UP	1.86	0.000
***SP_PIR***	***activator***	***7***	***7.29***	***UP***	***5.58***	***0.025***					
***SP_PIR***	***acute phase***						***7***	***0.68***	***UP***	***4.89***	***0.047***
***rno00520***	***Amino sugar and nucleotide*** ***sugar metabolism***						***12***	***1.16***	***UP***	***4.37***	***0.002***
rno00970	Aminoacyl-tRNA biosynthesis						12	1.16	UP	4.70	0.002
SP_PIR	Aminoacyl-tRNA synthetase						10	0.97	UP	5.11	0.003
rno00330	Arginine and proline metabolism						11	1.06	UP	3.25	0.046
***rno05412***	***Arrhythmogenic right ventricular*** ***cardiomyopathy (ARVC)***						***15***	***0.96***	***D***	***2.56***	***0.040***
rno05217	Basal cell carcinoma						12	0.77	D	2.97	0.036
IPR011700	Basic leucine zipper	4	***4.17***	***UP***	***41.80***	***0.004***					
IPR004827	Basic-leucine zipper (bZIP) transcription factor	8	8.33	UP	28.54	0.000					
SM00338	BRLZ	8	8.33	UP	20.66	0.000					
IPR011616	bZIP transcription factor, bZIP-1	4	4.17	UP	25.44	0.015					
***SP_PIR***	***Chaperone***						***18***	***1.74***	***UP***	***2.78***	***0.006***
SP_PIR	chemotaxis	4	4.17	UP	20.78	0.025	9	0.87	UP	4.43	0.016
***SP_PIR***	***Cholesterol biosynthesis***						***9***	***0.87***	***UP***	***7.47***	***0.000***
rno04610	Complement and coagulation cascades						17	1.65	UP	3.80	0.000
SP_PIR	cytokine	9	9.38	UP	15.21	0.000					
SP_PIR	DNA binding	6	6.25	UP	7.38	0.028					
SP_PIR	dna-binding	15	15.63	UP	3.75	0.002					
***UP_SEQ***	***DNA-binding region: Basic motif***	***10***	***10.42***	***UP***	***15.44***	***0.000***					
***UP_SEQ***	***domain: Leucine-zipper***	***9***	***9.38***	***UP***	***19.96***	***0.000***					
rno00982	Drug metabolism						20	1.28	D	3.51	0.000
rno04512	ECM-receptor interaction						17	1.09	D	2.65	0.020
***SM00180***	***EGF_Lam***						***9***	***0.58***	***D***	***5.44***	***0.020***
***IPR002049***	***EGF-like, laminin***						***9***	***0.58***	***D***	***5.98***	***0.026***
***SP_PIR***	***endoplasmic reticulum***						***63***	***6.10***	***UP***	***2.04***	***0.000***
PIRSF001719	fos transforming protein	4	4.17	UP	109.2	0.000					
IPR000837	Fos transforming protein	4	4.17	UP	83.59	0.001					
rno00480	Glutathione metabolism						12	0.77	D	3.03	0.041
rno00340	Histidine metabolism						9	0.58	D	4.73	0.019
SP_PIR	inflammatory response	4	4.17	UP	16.51	0.027	13	1.26	UP	5.08	0.000
***SP_PIR***	***Initiation factor***						***12***	***1.16***	***UP***	***4.55***	***0.002***
***SP_PIR***	***Isomerase***						***17***	***1.65***	***UP***	***3.14***	***0.003***
***SP_PIR***	***lipid synthesis***						***19***	***1.84***	***UP***	***3.82***	***0.000***
rno00980	Metabolism of xenobiotics by cyt. P450						18	1.15	D	3.79	0.000
***UP_SEQ***	***mutagenesis site***						***59***	***3.77***	***D***	***1.75***	***0.042***
rno04621	NOD-like receptor signaling pathway	5	5.21	UP	12.52	0.034					
***SP_PIR***	***nucleotide-binding***						***99***	***9.58***	***UP***	***1.36***	***0.024***
SP_PIR	nucleus	22	22.92	UP	2.01	0.026					
***SP_PIR***	***phosphoprotein***						***##***	***27.49***	***UP***	***1.24***	***0.000***
***IPR011993***	***Pleckstrin homology-type***						***32***	***2.05***	***D***	***2.27***	***0.027***
***SP_PIR***	***protein biosynthesis***						***22***	***2.13***	***UP***	***2.04***	***0.049***
***SP_PIR***	***protein transport***						***34***	***3.29***	***UP***	***1.87***	***0.016***
***SP_PIR***	***Redox-active center***						***10***	***0.97***	***UP***	***4.74***	***0.005***
SP_PIR	ribosome biogenesis						8	0.77	UP	5.31	0.014
***SP_PIR***	***rna-binding***						***33***	***3.19***	***UP***	***2.16***	***0.002***
***SM00360***	***RRM***						***21***	***2.03***	***UP***	***2.69***	***0.015***
SM00199	SCY	5	5.21	UP	18.26	0.003					
IPR001811	Small chemokine, interleukin-8-like	5	5.21	UP	25.22	0.002					
***SP_PIR***	***Steroid biosynthesis***						***13***	***1.26***	***UP***	***5.08***	***0.000***
***rno00100***	***Steroid biosynthesis***						***9***	***0.87***	***UP***	***8.29***	***0.001***
***SP_PIR***	***sterol biosynthesis***						***11***	***1.06***	***UP***	***7.31***	***0.000***
***SP_PIR***	***Transcription***	***14***	***14.58***	***UP***	***3.23***	***0.009***					
***SP_PIR***	***transcription regulation***	***14***	***14.58***	***UP***	***3.48***	***0.006***					
***SP_PIR***	***translocation***						***11***	***1.06***	***UP***	***3.75***	***0.014***
***rno00350***	***Tyrosine metabolism***						***10***	***0.64***	***D***	***3.71***	***0.032***

Functional annotations significantly over-represented in the lists of up-regulated and down- regulated genes during 2-h and 18-h High-PE. Annotations unique to High-PE are highlighted in bold italics; annotations common to High-PE and Low-PE (Table 1) are in standard font. All other keys are the same as in Table 1. ^a^No 2-h DOWN annotations meet B&H < 0.05

Functional annotations enriched in the Mild PE treatment groups relative to time-matched vehicle controls are shown in Table 1. Annotations unique to Mild PE treatment groups are highlighted with bold font and italics while annotations common to Low- and Severe PE are in standard font. Blank cells in the data indicate that an annotation was not significantly over-represented at a particular time and treatment combination. At the 2-h time, the majority of annotations (10 of 21 total annotations) were unique to Mild PE, while a minority (11 of 21) were shared with the Severe PE 2-h group (Table 2). Conversely, at 18-h only 5 of 22 total annotations were unique to Mild PE (23 %) while 17 of 22 (77 %) were shared with the Severe PE group (Table 2). These data support a distinct mechanistic difference between Mild and Severe PE. 

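Immediate early genes rose after both doses at 2 h. Of the 29 measured, 9 rose after Mild PE (15 when adjusted over the list alone), with Egr2 (1.91, adjusted p 0.00467), Ier3 (1.57, 0.0204), Nr4a1 (2.36, 0.0268) and Junb (1.76, 0.0423) among them, and 2 rose after Severe PE (16 over the list alone). Camera called the list for both (adjusted p 5.07e-13 and 9.16e-29), a call lost with an estimated correlation (adjusted p = 0.197 for both). The list differed between the doses: Egr1 (0.78, 0.0148) and Fos (1.31, 0.0208) were higher after Severe PE than after Mild PE and 0 genes lower (10 and 1 over the list alone; camera p 4.31e-08, and 0.197 with an estimated correlation). Genes of chaperones, which refold proteins after stress, were likewise higher after Severe PE, 2 of 30, Hspa1a (1.85, 0.0498) and Dnajb1 (1.27, 0.00836; 3 over the list alone; p 2.69e-05, and 0.435 with an estimated correlation). Of 42 interferon-stimulated genes 1 was lower, Oas1b, with 2 higher and 3 lower over the list alone. Camera called the list as lower (p 0.00448), but not with an estimated correlation (0.635). Camera called 19 lists in 2-h Mild PE and 21 in 2-h Severe PE at the preset correlation and 0 in both with an estimated one. A further test, fry, which asks whether a list changed at all, called 12 and 7.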

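Ribosome biogenesis genes, which process ribosomal RNA, rose after both doses at 18 h. After Mild PE 6 of 37 rose (23 over the list alone; camera adjusted p 3.54e-15; adjusted p = 0.348 with an estimated correlation), with Emg1 at 1.56 and Nhp2 at 0.92. After Severe PE 22 rose (27 over the list alone; 4.1e-14, and 0.414 with an estimated correlation), with Nhp2 at 1.20 and Rrp12 at 1.43. Acute phase genes rose with both as well, 2 of 25 (10 over the list alone; 6.12e-05, and 0.365 with an estimated correlation) after Mild PE and 11 (16 over the list alone; 2.47e-08, and 0.197 with an estimated correlation) after Severe PE. In the direct comparison of the doses no gene of this list passed, 8 were higher after Severe PE and 1 lower over the list alone, and camera gave 4.73e-07 (0.225 with an estimated correlation). ER stress genes had 1 of 28 and 12 of 28 higher (4 and 17 over the list alone; 1.34e-06 and 5.67e-10, and 0.339 and 0.197 with an estimated correlation), Manf at 1.32 and Sdf2l1 at 1.68 after Severe PE.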

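Egr1 and Atf3 rose after both doses at 2 h, and C2cd4b moved in opposite directions. Over all probesets these 3 were the only ones changed in both comparisons: 2 rose in both (Fisher's exact test, p = 0.00013), 0 fell in both and 1 was opposite. Of the 103 probesets changed by Mild PE, 90 had the same sign after Severe PE. Both comparisons use the same Vehicle rats, which this number and the Fisher test do not allow for. Across 14217 genes the log2 differences of both doses correlated at r = 0.57. That equals the mean of the simulated unchanged groups that share Vehicle arrays, the same set as used at 18 h. The covariance of the doses, 0.0709, exceeded the simulated 0.0482, but without a range for the latter the excess cannot be judged.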

If Mild PE were merely a less robust manifestation of Severe PE, all annotations present during Mild PE would be expected to be present during Severe PE.

Functional annotations enriched in the Severe PE treatment groups relative to time-matched vehicle controls are shown in Table 2. Annotations unique to Severe PE treatment groups are highlighted with bold font and italics while annotations common to Low PE and Severe PE are in standard font. It is noteworthy that the data in Table 2 showed a distinct separation of annotations between the two times. Of the 57 total annotations listed in the table only one, “SP-PIR chemotaxis”, was present at both times. The remaining 56 annotations were present at only one of the time points. This pattern was not seen with the Low PE data in Table 1 in which a greater proportion of the total annotations were present at both times. Together, these data suggest a rapid “progression” of the Severe PE condition at the transcriptional level compared to a more gradual transcriptional “progression” for Mild PE.

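The overlap between the times of Severe PE could hold at most the 7 probesets changed at 2 h. Of the 7 that rose at 2 h, 2 rose at 18 h as well, where 0.225 would be expected by chance (Fisher's exact test, p = 0.0194). Log2 differences across genes correlated at r = 0.17 (Spearman 0.10). For Mild PE, 6 probesets rose at both times (0.394 expected, p = 2.89e-06) and 2 fell at both (0.132 expected, p = 0.00768), with r = 0.25 across genes (Spearman 0.13). Simulated unchanged groups had an r of −0.01 on average and 0.41 at most, so neither r is beyond what they reach. For Severe PE the effect at 18 h minus that at 2 h was −1.65 (SE 0.32, adjusted p 0.00575) for Atf3 and 3.55 (SE 0.50, p 0.000762) for Orm1. Nfkbid, a nuclear regulator of NF-kB target genes, had −2.14 (SE 0.44, p 0.0338) for Mild PE and −1.65 (SE 0.44, p 0.0336) for Severe PE.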

### Annotations unique to mild PE

Further examination of the Mild PE expression data in Table 2 revealed that 13 of 35 total annotations were unique to Mild PE. Several of these unique annotations involved pro-inflammatory KEGG pathways or protein families. 

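Toll-like receptor signaling genes, with the cytokines such receptors induce, rose after 2-h Mild PE: 4 of 49 (Tnf, Il1b, Ccl3 and Map3k8; 14 higher and 1 lower over the list alone; camera adjusted p 1.61e-06, and adjusted p = 0.414 with an estimated correlation). Cytokine genes followed, 3 of 29 (6 over the list alone; p 0.00228, and 0.454 with an estimated correlation). Adipocytokine signaling had 1 of 53 higher, Tnf (3 over the list alone; p 0.0482, and 0.571 with an estimated correlation). After 2-h Severe PE no gene of these lists passed, while 8, 4 and 2 were higher over the list alone and camera called the first and second (3.34e-07 and 0.000232, and 0.47 and 0.398 with an estimated correlation) but not adipocytokine signaling (0.12). Tnf (2.42, adjusted p 0.136) and Il1b (2.15, 0.255) stood between Vehicle and Mild PE there. In the direct comparison of the doses camera called neither Toll-like receptor signaling (0.898) nor cytokines (0.905). Tnf, Il1b and Ccl3 are among the 79 probesets with a peak at Mild PE.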

The KEGG pathways were: rno04920 “adipocytokine signaling”, rno04062 “chemokine signaling”, rno04060 “cytokine-cytokine receptor”, and rno04620 “Toll-like receptor signaling”. Rno04010 “MAPK signaling pathway” was also present, but this pathway intersects with diverse cellular processes beside inflammation. 

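Ccl2 rose 12.2-fold (3.61, SE 0.29, adjusted p 0.0204) and Cxcl2 13.9-fold (10.23 ± 0.38 against 6.43 ± 0.48, p 0.0204) after 2-h Mild PE. Of 29 chemokine ligands 3 rose (10 higher and 1 lower over the list alone; camera adjusted p 0.00956, and adjusted p = 0.484 with an estimated correlation). Ccl7, a further monocyte attractant, had 1.43 (p 0.0515) and Cxcl10, an interferon-induced T cell attractant, 3.34 (p 0.119). Cxcl1 (0.09, p 0.934) and Cxcl3 (−0.32, p 0.191), neutrophil attractants, had no such difference.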

The Interpro annotation IPR000827 “small cytokine C-C” and Protein Information Resource annotation PIRSF001950 “small inducible chemokine” were also present. The presence of gene annotations unique to the 2-h Mild PE treatment, which shares little physiological similarity with Severe PE, continue to support a conclusion that Mild PE and Severe PE may be mechanistically dissimilar at the transcriptional level.

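The chemokines Ccl2 and Cxcl2 also stood above Vehicle after 2-h Severe PE, though short of the threshold in the fit on the 2 groups. After 2-h Severe PE Ccl2 stood 4.17 above Vehicle (adjusted p 0.0891) and Cxcl2 3.18 above it (9.61 ± 0.40, p 0.0882). Both missed the threshold in the fit on these groups and passed it in the fit on all 22 arrays (0.000447 and 9.27e-06). Cxcl2 was 0.62 (SE 0.26) lower after Severe PE than after Mild PE, at p 0.407. Of 29 chemokine ligands 0 passed after Severe PE and 7 were higher over the list alone (camera p 7.43e-05; adjusted p = 0.414 with an estimated correlation), and the direct comparison of the doses had no camera call for the list (0.422). Fos, an immediate early transcription factor, stood 2.86 above Vehicle (p 0.0608) and Hspa1a, an inducible chaperone, 2.62 (p 0.0882) after 2-h Severe PE.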

### Are mild PE and severe PE related?

The possible similarities between the 18-h Mild PE and 2-h Severe PE found in Tables 1 and 2 prompted a direct comparison between these two treatment groups. These data are presented in Table 3. However, only 6 of 36 annotations present in either of the two treatments were shared by both: SP-PIR chemotaxis, SP_PIR cytokine, SP_PIR “inflammatory response”, rno04621 “NOD-like receptor signaling pathway”, SM00199 “SCY” and IPR001811 “small chemokine interleukin-8-like”. The remaining 31 annotations which were enriched in either the 2-h Severe PE or 18-h Mild PE groups were confined to one or the other group. These data refute a similarity between early Severe PE and late Mild PE.

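No probeset changed in both 2-h Severe PE and 18-h Mild PE, where 0.0354 probesets that rose in both would be expected by chance. The 7 probesets changed at 2-h Severe PE are too few for this overlap to fall below chance. Of the 7 probesets, 6 had the same sign at 18-h Mild PE. Across all genes the log2 differences correlated at r = 0.18 (Spearman 0.10), and at 0.11 to 0.24 with 1 rat left out. Simulated unchanged groups had −0.01 on average and 0.41 at most, so 0.18 is not beyond what they reach. NOD-like receptor signaling genes, which serve innate sensing in the cytoplasm, were higher in both by camera: 10 of 34 over the list alone and 0 over all probesets after 2-h Severe PE (p 0.00031, and adjusted p = 0.542 with an estimated correlation), 6 of 34 (9 over the list alone) after 18-h Mild PE (p 1.3e-06, and 0.359 with an estimated correlation). Tnfaip3, which restrains NF-kB signaling, rose at 18-h Mild PE by 0.71 (p 0.018).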

**Table 3:** DAVID Functional Annotation Charts, 2-h Severe PE and 18-h Mild PE verses Vehicle

		^a^2-h Severe-PE verses Vehicle					18-h Mild-PE verses Vehicle				
Category	Term	Ct	%	Dir	Fold	B&H	Ct	%	Dir	Fold	B&H
SP_PIR	acetylation						78	14.03	UP	1.51	0.009
SP_PIR	activator	7	7.29	UP	5.58	0.025					
rno00970	Aminoacyl-tRNA biosynthesis						8	1.44	UP	5.56	0.017
rno00330	Arginine and proline metabolism						9	1.62	UP	4.72	0.015
rno05217	Basal cell carcinoma						10	1.11	D	4.28	0.016
IPR011700	Basic leucine zipper	4	4.17	UP	41.80	0.004					
IPR004827	Basic-leucine zipper (bZIP) transcription factor	8	8.33	UP	28.54	0.000					
SM00338	BRLZ	8	8.33	UP	20.66	0.000					
IPR011616	bZIP transcription factor, bZIP-1	4	4.17	UP	25.44	0.015					
rno04062	Chemokine signaling pathway						20	3.60	UP	3.25	0.001
***SP_PIR***	***chemotaxis***	***4***	***4.17***	***UP***	***20.78***	***0.025***	***11***	***1.98***	***UP***	***10.30***	***0.000***
rno04610	Complement and coagulation cascades						10	1.80	UP	3.97	0.019
***SP_PIR***	***cytokine***	***9***	***9.38***	***UP***	***15.21***	***0.000***	***16***	***2.88***	***UP***	***4.88***	***0.000***
rno04060	Cytokine-cytokine receptor interaction						23	4.14	UP	3.25	0.000
SP_PIR	disulfide bond						76	13.67	UP	1.43	0.044
SP_PIR	DNA binding	6	6.25	UP	7.38	0.028					
SP_PIR	dna-binding	15	15.63	UP	3.75	0.002					
UP_SEQ	DNA-binding region: Basic motif	10	10.42	UP	15.44	0.000					
UP_SEQ	domain: Leucine-zipper	9	9.38	UP	19.96	0.000					
rno00982	Drug metabolism						13	1.45	D	3.94	0.004
rno04512	ECM-receptor interaction						14	1.56	D	3.77	0.005
PIRSF001719	fos transforming protein	4	4.17	UP	109.20	0.000					
IPR000837	Fos transforming protein	4	4.17	UP	83.59	0.001					
rno00480	Glutathione metabolism						9	1.00	D	3.93	0.042
rno00340	Histidine metabolism						7	0.78	D	6.37	0.017
***SP_PIR***	***inflammatory response***	***4***	***4.17***	***UP***	***16.51***	***0.027***	***11***	***1.98***	***UP***	***8.18***	***0.000***
rno00980	Metabolism of xenobiotics by cytochrome P450						13	1.45	D	4.73	0.002
***rno04621***	***NOD-like receptor signaling pathway***	***5***	***5.21***	***UP***	***12.52***	***0.034***	***10***	***1.80***	***UP***	***4.49***	***0.016***
SP_PIR	nucleus	22	22.92	UP	2.01	0.026					
SP_PIR	oxidoreductase						42	4.68	D	1.89	0.034
rno05020	Prion diseases						7	1.26	UP	5.56	0.028
SP_PIR	ribosome biogenesis						7	1.26	UP	8.85	0.007
***SM00199***	***SCY***	***5***	***5.21***	***UP***	***18.26***	***0.003***	***10***	***1.80***	***UP***	***8.76***	***0.000***
***IPR001811***	***Small chemokine, interleukin-8-like***	***5***	***5.21***	***UP***	***25.22***	***0.002***	***10***	***1.80***	***UP***	***8.70***	***0.001***
SP_PIR	Transcription	14	14.58	UP	3.23	0.009					
SP_PIR	transcription regulation	14	14.58	UP	3.48	0.006					

Functional annotations significantly over-represented in the lists of up-regulated and down-regulated genes during 2-h Severe PE and 18-h Mild PE. Annotations unique to both treatments are highlighted in bold Italics; unique annotations are in standard font. Keys are the same as in Table 1. ^a^No 2-h DOWN Annotations meet B&H < 0.05

### Steroid synthesis during 18-h severe PE

Three annotations were detected in the 18-h Severe PE gene lists which were associated with steroid and/or sterol biosynthesis. A total of 16 unique genes were contained within these annotations. These data are presented in Table 4. Most of these genes were contained on the KEGG pathway rno00100 (R. norvegicus Steroid Biosynthesis; http://www.kegg.jp/kegg-bin/show_pathway?rno00100). This pathway terminates with several branches but all of the genes induced by Severe PE were located on the branch terminating with cholesterol.

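Enzymes along the route to cholesterol rose 18 h after Severe PE. Sqle, which forms squalene epoxide, rose 2.64-fold (adjusted p 0.0306), Fdft1, which forms squalene, 1.52-fold (p 0.0459), Msmo1, a sterol demethylase, 2.05-fold (p 0.00967), and Dhcr7, the last step to cholesterol, 1.98-fold (p 0.0128). Hsd17b7 rose 4.27-fold (p 0.0145) and Mvd 2.32-fold (p 0.00858). Of the 13 genes of Table 4 measured here by a named probeset, 12 rose in their brightest probeset and Sc5d did not (1.24-fold, p 0.139). Of the other Sc5d probesets, 1 passed (1.74-fold, p 0.0469) and 1 did not (1.90-fold, p 0.0783). The less bright probesets of Fdft1, Nsdhl and Soat1 did not pass. The table was drawn from the same rats, so this is not independent evidence. With replicate number as a block, which costs power, 0 of the 13 passed. Without 18-h Vehicle rat 2 or rat 3, 7 did.

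**Figure D3:**
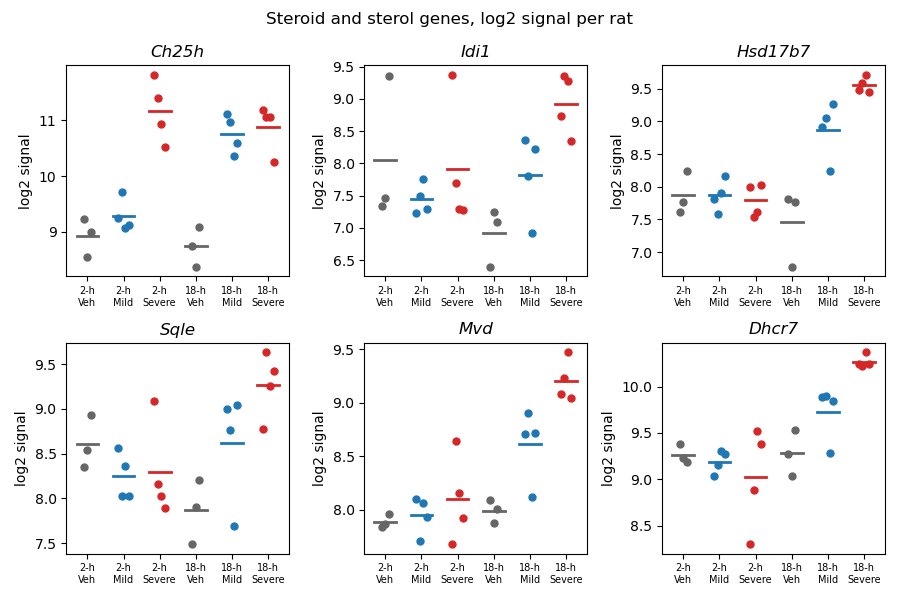
Log2 signal of Ch25h, Idi1, Hsd17b7, Sqle, Mvd and Dhcr7 in each of the 22 rats (points) by treatment group, with group means as lines. Idi1 reached 8.93 at 18-h Severe PE against 6.91 in 18-h Vehicle.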

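A list of 20 cholesterol synthesis genes fixed before the data were examined had 17 measured, of which 11 rose after 18-h Severe PE and 0 fell, with a median log2 difference of 0.87 (camera adjusted p 5.51e-07; adjusted p = 0.197 with an estimated correlation). Cyp51, a sterol demethylase outside the genes named so far, rose by 1.67 (p 0.0115). After 18-h Mild PE 0 rose, also over the list alone (camera p 0.00324; 0.542 with an estimated correlation). In the direct comparison of the doses 0 passed and 1 did over the list alone, with camera at 2.77e-05 (0.451 with an estimated correlation). Ch25h, which hydroxylates cholesterol and is induced by inflammatory signals, rose after both doses, by 2.03 (p 0.0374) and 2.16 (p 0.0152). Its difference between the doses was 0.13 (p 0.883). Whether Ch25h differed from the synthesis genes was not tested.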

**Table 4:** Steroid/Sterol Biosynthesis Genes

Symbol	Fold	Dir.	Gene Name
CH25H	6.84	UP	Cholesterol 25-hydroxylase
DHCR24	2.33	UP	24-dehydrocholesterol reductase
DHCR7	2.15	UP	7-dehydrocholesterol reductase
FDFT1	1.56^a^	UP	Farnesyl diphosphate farnesyl transferase 1
FDPS	1.89	UP	Farnesyl diphosphate synthase (farnesyl pyrophosphate synthetase, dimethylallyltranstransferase, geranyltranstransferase)
HMGCR	2.11^a^	UP	3-hydroxy-3-methylglutaryl-Coenzyme A reductase
HMGCS1	3.74	UP	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1 (soluble)
HSD17B12	3.03	UP	Hydroxysteroid (17-beta) dehydrogenase 12
HSD17B7	4.33	UP	Hydroxysteroid (17-beta) dehydrogenase 7
IDI1	8.61	UP	Isopentenyl-diphosphate delta isomerase 1
MVD	3.34	UP	Mevalonate (diphospho) decarboxylase
NSDHL	1.84	UP	NAD(P) dependent steroid dehydrogenase-like
SC4MOL	1.9	UP	Sterol-C4-methyl oxidase-like
SC5DL	2.33^a^	UP	Sterol-C5-desaturase (ERG3 delta-5-desaturase homolog, S. cerevisiae)
SOAT1	2.59^a^	UP	Sterol O-acyltransferase 1
SQLE	3.26	UP	Squalene epoxidase

Steroid and sterol biosynthesis genes altered in the 18-h Severe PE treatment group. The three steroid/sterol annotations from Table 2 contained a total of 16 unique genes. All of the original DAVID downloads of PE-regulated annotations shown in Tables 1 and 2 and included lists of the genes within an annotation that were also altered by PE. These gene lists were very large and were not included in Tables 1, 2 and 3 to save space. The three annotations “SP_PIR Steroid biosynthesis”, “rno00100 Steroid biosynthesis” and “SP_PIR Sterol biosynthesis” contained 13, 9 and 11 genes, respectively. The 16 genes shown above represent the total unique genes. “Dir”, direction of fold-change. ^a^Average fold-change of 2 or more probesets for a single gene

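Idi1, which interconverts the 2 isoprenoid building blocks upstream of sterols, rose 4.03-fold 18 h after Severe PE (8.93 ± 0.48 against 6.91, SE 0.33, adjusted p 0.024). After 18-h Mild PE it stood 0.91 above Vehicle (p 0.313), and 1.10 (SE 0.38, p 0.268) separated the doses.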

HMGCR, HMGCS1 and IDI1 function upstream of rno00100 and were found on the KEGG pathway rno00900 (R. norvegicus Terpenoid Backbone Biosynthesis; http://www.kegg.jp/kegg-bin/show_pathway?rno00900). This pathway begins with acetyl-CoA, proceeds through 3-hydroxy-3-methyglutaryl-CoA (HMG-CoA), mevalonate, isopentenyl-diphosphate and farnesyl-diphosphate, which is the metabolic intermediate that feeds KEGG Pathway rno00100.

## Discussion

Microsphere-induced PE caused profound changes in gene expression in rat lungs even when RVSP was lower than typically considered clinically relevant. These data contrast sharply with previous results on the effects of this same PE model on transcriptional changes in hearts [23]. In this latter study, Zagorski et al. demonstrated an almost obligatory requirement for PH to cause altered gene expression in RV tissues [23]. In particular, 2-h Mild PE resulted in no statistically significant transcriptional changes in RVs and few changes after 18-h. The effect of Mild PE on gene expression in lung tissue reported here was much more dramatic. 2-h of Mild PE with minimal PH was sufficient to cause numerous changes in gene expression and statistically significant alteration in at least 21 expression pathways or other gene group annotations. Examination of the annotations enriched in the 2-h Mild PE “UP” gene expression data revealed several pro-inflammatory annotation terms. 

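Cytokine, chemokine and NF-kB genes were higher in lungs 2 h after Mild PE. Of 14 NF-kB pathway genes 1 rose, Nfkbid (2.69, SE 0.30, adjusted p 0.0433; 9 over the list alone; camera p 3.47e-11, and adjusted p = 0.331 with an estimated correlation). Map3k8, a kinase that relays Toll-like receptor signals to ERK, rose by 1.30 (p 0.0487) and Ccrl2, a chemerin-binding receptor of activated leukocytes, by 2.30 (p 0.0275). Ppp1r15a, which restarts translation after stress, rose by 1.12 (p 0.0204). Neutrophil markers had a median difference of 0.47 and 0 of 12 rose (0 over the list alone; camera p 0.274). Of 19 monocyte and macrophage markers 0 rose over all probesets, while camera called them (p 0.000817, and 0.418 with an estimated correlation). Clec3b, a plasminogen-binding protein of plasma and stroma, fell most among the genes that passed, at least 52.7-fold (4.45 ± 0.58 against 10.17, p 0.0103). Of the 4 Mild PE rats 2 were at the floor. In the fit on all arrays this fall of Clec3b missed the threshold (adjusted p 0.0956). The difference of its Mild PE effect between the times had a large SE in that fit (6.51, SE 1.96, p 0.13). Its level thus varied more between rats of the same group elsewhere than in these 2 groups.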

The abundance of pro-inflammatory annotations enriched in 2-h Mild PE samples indicates that lungs exposed to even mild PE with minimal PH rapidly enter into a pro-inflammatory state. This data supports a conclusion that even mild PE has the potential to initiate damage to lung tissues. This is in stark contrast to the total lack of right ventricular inflammation seen in the microsphere model of Mild PE [19–25].

Mild and Severe PE are hemodynamically distinct at 2-h post-PE, with only the latter having PH. This brings into question the stimuli imparted on lungs with 2-h Mild PE which are responsible for the large changes in gene expression. The most likely explanation is ischemia, which is often considered synonymous with hypoxia. However, ischemia resulting from occlusion of the pulmonary vasculature is unique, since the pulmonary artery circulates oxygen-poor and nutrient-depleted blood derived from the venous circulation. In essence, even normal circulation through the pulmonary artery is hypoxic, and occluded flow through the pulmonary artery has no effect on oxygenation of lung tissue, which is dependent on the separate bronchial circulation. Furthermore, lung tissue is continuously exposed to atmospheric oxygen via the airways. It seems unlikely that hypoxia accounts for the early lung transcriptional response to Mild PE. Supporting evidence for this conclusion is contained in this study. 

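At 2 h of Mild PE Hif1a differed from Vehicle by −0.17 (adjusted p 0.638) and Hyou1, an ER chaperone induced by low oxygen, by 0.19 (p 0.561). At 18 h of Mild PE they stood 0.41 (p 0.162) and 0.80 (p 0.342) above Vehicle. Hif1a rose 1.55-fold after 18-h Severe PE (12.10 ± 0.24 against 11.47 ± 0.03, SE 0.14, p 0.0457), and Hyou1 had 11.51 ± 0.37 against 10.31 ± 0.70, a difference of 1.20 (SE 0.37) that missed the threshold (p 0.111). The Hif1a call was lost without any 1 of the 18-h Vehicle rats and without 18-h Severe PE rat 1, 2 or 3.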

Expression of the hypoxia marker genes Hif1 (hypoxia-inducible factor-1) and Hyou1 (hypoxia up-regulated 1) were up-regulated in the 18-h Severe PE treatment group by modest 1.6851-fold and 3.3772-fold levels, respectively (Additional file 2E; lines 6823 and 4267) but neither was up-regulated by the Mild PE treatment. These results discount a role for lung hypoxia following PE, at least at the Mild PE dose of microspheres.

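Genes known to respond to hypoxia-inducible factors were also looked at as a list of 36. After 2-h Mild PE 0 rose and 0 fell, also over the list alone (camera adjusted p 0.905, fry 0.7). After 18-h Mild PE 0 passed and 2 were higher over the list alone (camera 0.153). After 18-h Severe PE 5 rose, among them Ldha (0.92, adjusted p 0.0142) and Eno1 (0.65, p 0.00782) of glycolysis, Higd1a (0.77, p 0.00413) of mitochondria and Adm (1.62, p 0.0303), a vasodilator peptide (camera 0.0399; adjusted p = 0.542 with an estimated correlation). Camera also called the list after 2-h Severe PE (0.026; 0.484 with an estimated correlation), with 0 genes passing and 2 higher over the list alone. RNA of right lung tissue does not measure oxygen. With 4 PE and 3 Vehicle rats, differences of the size seen for Hif1a lie near the limit of detection.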

It seems reasonable that some hemostatic disruption related to ischemia, but not based on transfer of oxygen and/or nutrients to lung tissue, was responsible for the effects on gene expression seen in this study. An intriguing possibility is “stop-of-flow”, a phenomenon introduced by Fisher and co-workers [29–34]. Vascular endothelium are adapted to conditions of flow in vivo, with cell membranes and cytoskeletons aligning along the axis of blood flow. This can also be mimicked in vitro by applying flow over cells which were initially cultured in the absence of flow [33]. Endothelial cells grown in the absence of flow show a random organization of membranes and cytoskeletal structures, but when a laminar flow is applied to these cultures the cells adopt a flow-axial organization similar to that seen in vivo. Importantly, when flow is discontinued on cultures of flow-adapted cells, several signaling pathways are activated, including a signaling cascade mediated by NADPH oxidase 2-dependent ROS production (reactive oxygen species; 32). This also occurs in vivo in isolated perfused lungs subjected to ischemia. Pulmonary endothelial membrane depolarization, H2O2 production and increased intracellular Ca2+ have been observed within 10–15 s after the onset of non-hypoxic ischemia [34]. This rapid response can easily accommodate the increased gene expression seen in rats with 2-h Mild PE. Several comprehensive reviews have been published on the proposed general applicability of the “stop-of-flow” mechanism to explain the pathophysiology of tissue ischemia, including the ischemia associated with PE [35–37].

Finally, 18-h Severe PE resulted in the over-expression of genes present in several gene annotations related to steroid, lipid, and/or cholesterol biosynthesis. These results are consistent with a recent report that bile acids accumulate in lung tissues suffering from pulmonary artery hypertension; bile acids are downstream of cholesterol biosynthesis [38]. They are also consistent with numerous studies that have demonstrated the efficacy HMG-CoA reductase inhibitors (statins) in reducing the severity of pulmonary hypertension in both chronic hypoxia and monocrotaline animal models [39–44], although contradictory results have also been observed [45]. Several mechanisms, un-linked to the known effect of statin drugs on reducing serum cholesterol, have been proposed to explain the efficacy of statins for PH but a clear explanation is premature.

Clinical relevance includes the potential hypothesis that PE without PH may produce inflammatory changes in the lung, leading to lung-initiated, systemic inflammation, and increased risk of ongoing hypercoagulability and clot recurrence [13, 14]. Humans with PE have 4–7 fold increases in circulating biomarkers of inflammation (tumor necrosis factor, C reactive protein, interleukin 6 and myeloperoxidase) that return to near normal levels after three months of treatment [46, 47]. Approximately 1/3 of patients with PE have sustained unresolved perfusion defects after PE diagnosis [48]. A growing body of literature has found that treatment with statins reduce circulating concentrations of IL-6, CRP and monocyte chemoattractant protein 1, and may reduce VTE recurrence [49]. Our data suggest persistent pulmonary vascular occlusion, even with minimal or absent PH may cause lung inflammation with PE. These data may imply that early re-canalization should decrease this inflammatory response. This is a prime goal of “Pulmonary Embolism Response Teams” being organized at many sites around the US with the goal of rapid recanalization of pulmonary arteries in patients with severe PE [50].

## Conclusion

This is the first report to show that mild pulmonary embolism produces profound alteration in gene transcription in lungs, primarily in terms of increased expression of genes encoding inflammatory chemokines and cytokines and cholesterol synthesis. These data show that unresolved pulmonary vascular occlusion produces ongoing lung inflammation even in the absence of elevated pulmonary arterial pressures. Translational implications include the adverse effects of ongoing inflammation from unresolved pulmonary vascular occlusions, and conversely, possible benefit of treating PE to an endpoint of complete clot resolution.

## Additional files

Additional file 1: Rat lung 6-group 2-way ANOVA. (XLS 3757 kb) Additional file 2: Pairwise t-test of PE treatments. (XLS 2775 kb) Additional file 3: ANOVAs of 2-hour and 18-hour PE treatments.

How the deposited data were processed for this re-analysis (not part of the article)

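Right lung tissue of 22 rats was measured on Affymetrix rat genome arrays, 1 array per rat. There were 3 Vehicle, 4 Mild PE and 4 Severe PE rats at 2 h and at 18 h after injection. Vehicle received 0.15 ml of 0.01% Tween 20 per 100 g, Mild PE 1,300,000 and Severe PE 2,000,000 microspheres of 25 micron per 100 g. According to the sample labels the lungs were lavaged before excision.

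The paper describes GC-RMA log2 values analysed in GeneSifter. The values as deposited by the authors are linear probeset intensities, summarised from the probes of each array and scaled so that the trimmed mean of each array is 500.2, with 31099 probesets of which 57 are array controls. The numbers given here were therefore computed from another summary of the same arrays than the paper's. The controls were left out, leaving 31042 probesets. Signals under 16 were set to 16 (13.6% to 17.3% of probesets per array), log2 was taken and the arrays were quantile normalized with limma. Before normalization the array medians lay between 6.841 and 7.185. Each probeset takes its gene from the annotation of the array: 20826 had 1 symbol, 436 several and 9780 none, and a gene with more than 1 probeset is represented by the one with the highest mean over all arrays. The number of arrays, 3 or 4 per group, limits the precision. With differences added to unchanged simulated groups of these sizes, the share recovered at 2-fold was 25.4% to 40.3% and at 4-fold 51.5% to 78.8%, depending on the comparison.

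All tests used R 4.3.3 and limma 3.58.1 (lmFit and eBayes without a trend). The 7 pairwise comparisons used only the 2 groups compared, and a probeset counted as changed at a Benjamini-Hochberg adjusted p under 0.05 with at least a 1.5-fold difference of means. The 2-way model (time, dose, interaction) used all 22 arrays, with the 1.5-fold threshold on the range of the 6 group means, and the 1-way models used the 3 groups of a time, with at least 1.5-fold from Vehicle in a PE group. The difference of an effect between times was a contrast in the model of all 22 arrays. Group means were clustered by Euclidean distance and average linkage over the probesets of the 2-way model. Dose patterns were formed by partitioning around medoids with 12 clusters (cluster 2.1.8.1) and by the ratio of the steps from Vehicle to Mild PE and from Mild PE to Severe PE, selective at a ratio of 2. Opposite steps of at least 0.585 in log2 count as a peak at Mild PE.

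In place of DAVID annotations, 63 gene lists, 21 of them cell type markers, were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, adjusted over all lists and the 6 comparisons that involve PE. The lists were written from general knowledge before the data were examined, except 3 that hold genes the paper names. Overlaps were tested with Fisher's exact test, two-sided. For pairs of comparisons that share Vehicle arrays, 100 simulated unchanged groups gave the correlation that sharing alone produces. The same set served both times, so it was not built on the arrays of each pair. The genes named are the 10 with the largest rise and the 10 with the largest fall in each comparison with Vehicle, 5 and 5 between doses, those the paper names, and up to 4 members of a list with the smallest adjusted p. Some of the paper's tables had been read before this rule was written.

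Alternatives set before the data were examined were median centring, a variance trend, the less bright probesets left out, the replicate number as a block, the unmoderated t-test of the methods, 1 fit on all 22 arrays, the mean of all probesets of a gene, 8 or 16 clusters, a step ratio of 1.5, and each array left out in turn. The replicate number carried no common signal (correlation of paired residuals −0.273 to 0.123, median −0.013). Alternatives added after seeing the data were no further normalization, a floor of 64, and the 4 arrays of low 5′ signal left out. Each count was also recomputed for other splits of the same rats, all of them where there were few and 100 at random otherwise. Hemodynamic measurements of the paper were not analysed here. Table 4 has 16 genes, and those without a probeset named in the annotation used are not reported here.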

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

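The tests of peak genes by rat and by dose, both tests of cell markers, the rules for arrays of low 5′ signal and the Mild PE counts at reduced group sizes were chosen only after the results were seen.

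Fewer probesets changed after Severe PE than after Mild PE at 2 h, 7 against 103. Lower RNA integrity of 2-h Vehicle rat 3 and 2-h Severe PE rat 1 stays open. Without both the Severe PE count was 0, but it was 0 to 5 over all 12 such pairs. A count this low whichever rats are dropped cannot decide. Mild PE without the Vehicle array had 128 and, at the same group sizes, 13 to 49. The spread and variance after Severe PE, given next, did move without the doubted arrays. A larger spread between rats may explain it in part: the median SD was 0.301 after Severe PE and 0.203 without rat 1, against 0.179 after Mild PE. A smaller response stays open, since the estimated variance of true differences was 0.0208 after Severe PE and 0.0687 after Mild PE, but 0.0427 and 0.0617 without the doubted arrays. More 2-h Severe PE rats with intact RNA would separate these.

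The 79 probesets that peak or dip at 2-h Mild PE also split the 18-h Mild PE rats. Their scaled medians were 0.74, 0.74 and 0.77, and 0.26 in rat 4, a range of 0.511. Rat 4 is also an array of low 5′ signal (Gapdh 3′ minus 5′ of 0.491), so a part of RNA integrity in the split stays open. A gene variant or origin shared by the 2-h Mild PE rats and 3 of the 18-h ones could give the peak and the split. Other probesets of the same genes carried a median share of 0.35 of the difference, as a sequence variant under single probesets might. Mx2, Trak2 and Ddx42 moved in 1 probeset only. A variant in 1 stretch of the genome is argued against, since only 2 genes had a neighbour in the set. Of 10000 random sets 3065 reached that number, and the highest held 9. A response to the dose stays open, since 0 of the 7 other 18-h rats lay above 0.5, and Tnf and Dpt moved in both of their probesets. Genotyping the rats, or RNA from littermates spread over the groups, would separate origin from dose.

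Markers of B cells, T cells, mast cells and endothelium were lower 18 h after Severe PE. Added cells of another type alone would lower all resident cell types alike. As the only cause this is argued against by a range of 0.77 between the medians of 7 resident types (endothelial −0.71, alveolar type I −0.52, alveolar type II 0.06). A part of added cells stays open: all resident types but alveolar type II were lower, and 5 monocyte and macrophage markers rose. Less blood left in the lung stays open: erythroid markers lay under every Vehicle rat in 3 of 4 Severe PE rats, and B cell markers in 4 of 4. Counts of cells in sections of the same lungs would decide this.

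For the counts of changed probesets, other splits of the same rats into groups of the same sizes exclude chance for 2-h Mild PE (103, highest other 4), 2-h Severe PE against Mild PE (136, highest other 3), 18-h Mild PE (321, highest other 7) and 18-h Severe PE (2212, highest other 15), each reached in 1 of 35 splits. Chance is not excluded for 2-h Severe PE (7, reached in 2 of 35 splits, highest other 9). For 18-h Severe PE against Mild PE the count was 0, which every split must reach, so the test cannot decide (highest other 7). The Vehicle groups allow too few splits (5; 1 of 10, highest other 2). Among 100 splits, chance is excluded for the 2-way model (7112, highest other 1411) and the 1-way models (236, highest other 10, and 2372, highest other 16). The difference between times had 231 for Mild PE (highest other 6). For Severe PE it had 1778, reached in 2 of 100, with a highest other of 3114. These splits also break up the effects of dose, so they cannot decide whether the difference between times is chance.

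The effect differed between 18 h and 2 h for 231 probesets after Mild PE and 1778 after Severe PE. At 18-h Severe PE, 3 alveolar type I, 9 endothelial, 3 B cell and 3 T cell markers fell and 5 monocyte and macrophage markers rose.

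Of 108 group tests over 27 measures in the PE groups, 12 singled out 1 array, where about 1 in 20 would by chance. The Vehicle groups were not tested in this way. Of quality measures, 2-h Mild PE rat 3 had 15.2% of probesets under the floor (others 15.7% to 15.8%). The 3′ minus 5′ signal of Gapdh was 0.49 in 18-h Mild PE rat 4 (others 0.20 to 0.21), and in 2-h Severe PE rat 1 that of actin was 1.37 (0.92 to 0.96) and of hexokinase 2.57 (1.78 to 1.85). The score of the peak probesets was 0.11 in 2-h Severe PE rat 2 (others 0.00 to 0.01) and 0.26 in 18-h Mild PE rat 4. Of cell markers, NK cell markers had 7.99 in 18-h Severe PE rat 3 (7.43 to 7.51), alveolar type I markers 12.61 in 2-h Mild PE rat 4 (12.50 to 12.51) and erythroid markers 8.73 in 2-h Severe PE rat 1 (9.17 to 9.25). Skeletal muscle markers had 7.64 in 2-h Severe PE rat 1 (5.96 to 6.09), 8.43 in 18-h Mild PE rat 1 (6.03 to 6.18) and 7.95 in 18-h Severe PE rat 2 (6.05 to 6.26). In the untested 2-h Vehicle group these markers had 7.8 in rat 1 (5.97 to 5.99).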

How the results depend on the processing

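The settings without further normalization, with a floor of 64 and without the 4 arrays of low 5′ signal were chosen only after the results were seen. Quantile normalization and the floor at log2 of 4 coincide with the setting used. No gene list called both in the setting used and in an alternative turned its direction. The order of the 2-h counts did turn in the single fit on all arrays, to 188 after Severe PE against 139 after Mild PE. The Hif1a difference after 2-h Severe PE (−0.1, not passing) also changed sign. It was 0.05 without 2-h Vehicle rat 3 and 0.02 without 2-h Severe PE rat 3. The counts of changed probesets moved most, and no list called by camera at its preset correlation stayed called with an estimated one. Of 63 lists, fry called 12 in 2-h Mild PE, 7 in 2-h Severe PE and 4 between the 2-h doses. At 18 h it called 29, 31 and 9 in the same order.

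With replicate number as a block the counts fell to 0 for 2-h Mild PE, 2-h Severe PE, 18-h Mild PE, 18-h Severe PE and the Vehicle groups, 1 for 2-h Severe PE against Mild PE, 80 and 672 for the 1-way models and 110 for the difference between times of Mild PE. With the block 0 of 13 sterol genes, 0 hypoxia markers and 1 of 76 named genes passed, and camera called 139 lists. The 2-way model on all 22 arrays had 6461 with the block and 7112 without. The smaller fits lose more of their residual degrees of freedom to it, so their fall cannot be told from lost power. The t-test of the methods gave 15 for 2-h Mild PE, 3 for 2-h Severe PE, 64 for 2-h Severe PE against Mild PE, 54 for 18-h Mild PE, 1291 for 18-h Severe PE, 0 hypoxia markers and 33 named genes, and its F test 127 for the 2-h groups. The fit on all 22 arrays gave 188 for 2-h Severe PE, 1589 for 18-h Mild PE, 3838 for 18-h Severe PE, 326 for 18-h Severe PE against Mild PE and 833 for the Vehicle groups. Without the less bright probesets these were 249 for 2-h Mild PE, 63 for 2-h Severe PE, 225 for the 2-h doses, 1068 for 18-h Mild PE, 19 for the 18-h doses, 0 for the Vehicle groups and 383 for the difference between times of Mild PE, and the dose patterns had 35.4% at 2 h and 51.0% at 18 h. Median centring gave 19 for 2-h Severe PE, 161 for 18-h Mild PE, 2 for the Vehicle groups and 0 hypoxia markers, and a variance trend 9 for the Vehicle groups. Of the 5 Vehicle probesets 40% were higher at 18 h, and 0% when median centred or not normalized.

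Peak clusters held 27.5% of 2-h probesets (36.4% with 8 clusters, 39.2% without normalization) and Mild PE-selective clusters 58.4% of 18-h ones (46.2% with 8 clusters, 69.2% at a step ratio of 1.5, 44.9% without the arrays of low 5′ signal). With a floor of 64 the counts were 67 for 2-h Mild PE, 84 for the 2-h doses, 129 for 18-h Mild PE, 5 for the 18-h doses and 3 for the Vehicle groups. Without the arrays of low 5′ signal they were 0 for 2-h Severe PE, 346 for the 2-h doses, 3 for 18-h Mild PE, 1311 for 18-h Severe PE, 80 for the 18-h doses, 0 for the Vehicle groups, 89 for the difference between times of Mild PE and 0 hypoxia markers.

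With 1 array left out the counts ranged from 13 to 128 for 2-h Mild PE, 0 to 16 for 2-h Severe PE, 44 to 346 for the 2-h doses, 4 to 491 for 18-h Mild PE, 980 to 1566 for 18-h Severe PE, 0 to 80 for the 18-h doses, 0 to 1 for the Vehicle groups, 5661 to 7346 for the 2-way model, 111 to 422 and 1577 to 2310 for the 1-way models, and 61 to 461 and 1242 to 3085 for the difference between times of Mild and Severe PE. The same ranges were 25.1% to 53.7% and 42.2% to 66.8% for the dose patterns, and 126 to 142 for lists called (136 with all arrays). They were 7 to 10 for sterol genes (12 with all arrays), 0 to 1 for hypoxia markers and 51 to 74 for named genes of 76. The grouping had 2 of 3 stated joins throughout. Of the values of single genes and relations over all settings, 185 were weaker, 27 moved and 157 stayed.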

Differences from the paper's values

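The settings without further normalization, with a floor of 64 and without the arrays of low 5′ signal were chosen only after the results were seen, and the values here come from another signal summary than the paper's.

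At 2 h the paper's count for Mild PE is 496 and here 103, and every alternative differs as well: median centring 122, the less bright probesets left out 249, a variance trend 110, block 0, the t-test 15 and all 22 arrays 139. For 2-h Severe PE the paper's is 177 and here 7. The fit on all 22 arrays (188) comes near the paper's, while 19, 63, 6, 0 and 3 in the same order do not. For 2-h Severe PE against Mild PE the paper's supplement has 771 and here 136, with 158, 225, 117, 1, 64 and 179 in that order, all apart from the paper's.

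At 18 h the paper's count for Mild PE is 2195 and here 321; all 22 arrays (1589) comes near, and 161, 1068, 340, 0 and 54 do not. For 18-h Severe PE the paper's is 4048 and here 2212. The less bright probesets left out (2796) and all 22 arrays (3838) come near, and 2107, 2153, 0 and 1291 do not. For 18-h Severe PE against Mild PE the paper's is about 830 in Fig. 1, read by eye, and here 0; none of 0, 19, 0, 0, 0 and 326 comes near. The 1-way counts are the paper's 775 and here 236 at 2 h (232, 311, 222, 80 and, by F test, 127), and the paper's 4360 and here 2372 at 18 h (2170, 2892, 2344, 672 and 1750), with no alternative near. Leaving out 1 array brought none of these near the paper's. The Vehicle count (the paper's 5, here 5) and the 2-way count (the paper's 8075, here 7112) do not differ beyond the limit set.

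The paper's ratio of 18-h to 2-h counts is 22.9 for Severe PE and here 316; all 22 arrays gives 20.4, and 111, 44.4, 359 and 430 from median centring, the less bright probesets left out, a trend and the t-test do not come near. For Mild PE it is 4.43 and here 3.12. The less bright probesets left out (4.29), a trend (3.09) and the t-test (3.6) also come near. Median centring (1.32) and all 22 arrays (11.4) do not. Severe to Mild PE at 18 h is the paper's 1.84 and here 6.89, near with the less bright probesets left out (2.62) and all 22 arrays (2.42), not with 13.1, 6.33 and 23.9.

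In Table 4 the paper's fold is 6.84 for Ch25h and here 4.46 (4.44 median centred, 4.46 as the mean of its probesets), and the paper's 8.61 for Idi1 and here 4.03 (4.08 and 3.72), apart in every setting. For Sc5d the paper's 2.33 is an average of several probesets, and the brightest probeset here has 1.24 (1.21 median centred). The mean of all its probesets, 1.60, is the like quantity and comes near. The other 10 genes with a named probeset do not differ beyond the limit set.

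The paper counts Hyou1 among the genes raised at 18-h Severe PE (the paper's fold 3.3772, here 2.30). Here its adjusted p is 0.111, and it passed in none of the settings (0.0848 as the mean of its probesets, 0.0967 median centred, 0.155 with all 22 arrays, 0.164 by t-test and 0.202 with a block). The paper's text places 18-h Vehicle with 2-h Vehicle. Its Fig. 1 and every setting here join 18-h Vehicle to the 2-h groups as a whole. By group means 2-h Severe PE is nearer to 2-h Vehicle than 2-h Mild PE is (37.89 against 42.81). By the median distance between arrays 2-h Mild PE is nearer (48.1 against 50.06). Many runs with 1 array left out join 2-h Mild PE with 2-h Severe PE before 2-h Vehicle. Of the annotations the paper finds only in 2-h Mild PE, Toll-like receptor signaling is called here by camera in 2-h Severe PE as well (adjusted p 3.34e-07). Cytokines and chemokine ligands are also called there (0.000232 and 7.43e-05). For these the paper too lists cytokine and small chemokine annotations in 2-h Severe PE. All 3 calls are at the preset correlation and are lost with an estimated one. The paper finds no Severe PE-selective cluster at 18 h, and 1 of 12 is found here. None is found with 8 clusters or with the less bright probesets left out. The same holds without 18-h Vehicle rat 1, 18-h Mild PE rat 1 or 18-h Severe PE rat 1, 2 or 4. With 16 clusters, or without 18-h Mild PE rat 4, 2 are found.

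Of the paper's 496 probesets for 2-h Mild PE all 496 have the same direction here, 459 at unadjusted p < 0.05 and 76 called, with r = 0.975 and median sizes of 1.07 in the paper's and 0.81 here. For 2-h Severe PE 176 of 177 have the same direction, 164 at unadjusted p < 0.05 and 6 called (r = 0.953, 1.30 and 0.97), and for the 2-h doses 769 of 771, 698 and 103 (r = 0.969, 0.93 and 0.69).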

Other observations

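Which of these lists to describe was chosen only after the results were seen, although the lists themselves were fixed before the data were examined.

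Protein synthesis genes were raised 18 h after Severe PE. Aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, had 8 of 19 higher (12 over the list alone; camera adjusted p 1.69e-07; adjusted p = 0.225 with an estimated correlation), with Nars1 at 0.96, Yars1 at 1.05 and Tars1 at 1.18. Translation initiation factors had 10 of 30 higher (12 over the list alone; 2.77e-05, and 0.484 with an estimated correlation). In the ER, Dnajb11 rose by 1.60 (p 0.00413) and Calr, a chaperone that binds calcium, by 0.77 (p 0.0052). Aldh1l2, of mitochondrial folate metabolism, rose at least 13.8-fold, with 2 of 3 Vehicle rats at the floor.

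Genes of sterol export and of developmental signaling were lower at the same time. Of 15 genes activated by liver X receptors 7 fell (1 higher and 7 lower over the list alone; camera p 0.0354, and adjusted p = 0.37 with an estimated correlation), with Pltp (−1.44, p 0.00581), Abca1 (−0.96), Apoe (−0.83) and Cyp27a1 (−1.54), which transfer, export, carry and oxidise lipids. Hedgehog and Wnt genes had 8 of 40 lower (10 over the list alone; 0.000762, and 0.221 with an estimated correlation), with the receptor Fzd8 at −1.53 and Axin2 at −1.40. Of 43 genes of xenobiotic metabolism 13 fell (1 higher and 17 lower over the list alone; 4.38e-05, and 0.29 with an estimated correlation), with Cyp2a3 at −2.03 and Cyp2s1 at −1.78.

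Cell markers moved at 18-h Severe PE in both directions. Endothelial markers had 9 of 22 lower (12 over the list alone; camera p 0.00031, and adjusted p = 0.37 with an estimated correlation), with Plvap (−1.08, p 0.0106), Ramp2 (−0.82), Eng (−0.76) and Vwf (−0.70). B cell markers had 3 of 10 lower, Bank1 (−1.12), Cd79b (−1.21) and Fcrla (−1.18) (5 over the list alone; 0.00172, and 0.398 with an estimated correlation), and T cell markers 3 of 18, Zap70 (−1.08), Cd3g (−0.95) and Lck (−1.04) (8 over the list alone; 0.0015, and 0.568 with an estimated correlation). Mast cell markers had 2 of 13 lower, Hdc (−1.38) and Kit (−0.66) (6 over the list alone; 0.00637, and 0.454 with an estimated correlation). Monocyte and macrophage markers had 5 of 19 higher, among them Chi3l1, Cd14 (1.18), Fcgr2b (1.63) and Ctss (0.69) (9 over the list alone; 0.000169, and 0.255 with an estimated correlation). Erythroid markers had a median of −0.89, with 1 of 12 higher and no camera call (0.481). Between the doses at 18 h, 8 of 15 cardiomyocyte markers were lower after Severe PE over the list alone and 0 over all probesets (8.52e-07, and 0.256 with an estimated correlation), with a median of −0.74.

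Coagulation and complement genes rose 18 h after Severe PE. Of 32 coagulation and fibrinolysis genes 7 rose and 2 fell (the same over the list alone; camera p 0.0016, and adjusted p = 0.221 with an estimated correlation), with the urokinase receptor Plaur at 1.96, tissue factor F3 at 2.00 and the protein C receptor Procr at 1.87. Complement genes had 4 of 22 higher (7 over the list alone; 0.000176, and 0.221 with an estimated correlation), with C4bpa at 2.14 and Cfi at 1.23, inhibitors of complement, and C1s at 1.01, which starts the classical pathway.

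Single genes of stress and timing also changed 18 h after Severe PE. Sod2, a mitochondrial superoxide dismutase, rose by 2.31 (p 0.00466) and Hmox1, which degrades heme, by 2.05, while Sod3, the extracellular form, fell by 1.41. Odc1 (1.86) and Srm (1.61), enzymes of polyamine synthesis, rose. The clock gene Nr1d1 fell by 1.81 and Tef by 1.08, and Bhlhe40 rose by 1.73; their lists as a whole had no camera call (0.426, 0.0643 and 0.295). Of 39 cell cycle genes 5 rose (6 over the list alone; 0.0346, and adjusted p = 0.611 with an estimated correlation), with the replication genes Mcm6 (1.23), Mcm4 (1.37) and Pcna (0.64).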
